# Multiomics analyses decipher intricate changes in the cellular and metabolic landscape of steatotic livers upon dietary restriction and sleeve gastrectomy

**DOI:** 10.7150/ijbs.98362

**Published:** 2024-08-19

**Authors:** Shuai Chen, Qinghe Zeng, Xiurong Cai, Jiaming Xue, Guo Yin, Peng Song, Liming Tang, Christophe Klein, Frank Tacke, Adrien Guillot, Hanyang Liu

**Keywords:** MASLD, Bariatric surgery, Immunometabolism, Liver zonation, Myeloid cells

## Abstract

Metabolic dysfunction-associated steatotic liver disease (MASLD) is a chronic, progressive liver disease that encompasses a spectrum of steatosis, steatohepatitis (or MASH), and fibrosis. Evidence suggests that dietary restriction (DR) and sleeve gastrectomy (SG) can lead to remission of hepatic steatosis and inflammation through weight loss, but it is unclear whether these procedures induce distinct metabolic or immunological changes in MASLD livers. This study aims to elucidate the intricate hepatic changes following DR, SG or sham surgery in rats fed a high-fat diet as a model of obesity-related MASLD, in comparison to a clinical cohort of patients undergoing SG. Single-cell and single-nuclei transcriptome analysis, spatial metabolomics, and immunohistochemistry revealed the liver landscape, while circulating biomarkers were measured in serum samples. Artificial intelligence (AI)-assisted image analysis characterized the spatial distribution of hepatocytes, myeloid cells and lymphocytes. In patients and experimental MASLD rats, SG improved body mass index, circulating liver injury biomarkers and triglyceride levels. Both DR and SG attenuated liver steatosis and fibrosis in rats. Metabolism-related genes (*Ppara*, *Cyp2e1* and *Cyp7a1*) were upregulated in hepatocytes upon DR and SG, while SG broadly upregulated lipid metabolism on cholangiocytes, monocytes, macrophages, and neutrophils. Furthermore, SG promoted restorative myeloid cell accumulation in the liver not only ameliorating inflammation but activating liver repair processes. Regions with potent myeloid infiltration were marked with enhanced metabolic capacities upon SG. Additionally, a disruption of periportal hepatocyte functions was observed upon DR. In conclusion, this study indicates a dynamic cellular crosstalk in steatotic livers of patients undergoing SG. Notably, PPARα- and gut-liver axis-related processes, and metabolically active myeloid cell infiltration indicate intervention-related mechanisms supporting the indication of SG for the treatment of MASLD.

## Introduction

Obesity and overweight represent significant global health challenges, affecting approximately 2 billion people worldwide 1. Obesity-related complications encompass a spectrum of metabolic syndromes, including metabolic dysfunction-associated liver diseases (MASLD), metabolic dysfunction-associated steatohepatitis (MASH) and multi-organ disorders, contributing to elevated mortality rates among affected individuals 2, 3. MASLD encompasses a range of chronic liver pathologies affecting more than a quarter of the global population, characterized predominantly by steatosis and fibrosis, with potential progression to cirrhosis and hepatocellular carcinoma and potent immune cell involvement at all disease stages 4. Despite considerable research efforts, pharmacotherapeutic targets for MASLD remain largely elusive, with only a limited number of candidates demonstrating efficacy. Only recently, resmetirom (a selective thyroid hormone receptor beta agonist) was approved by the U.S. Food and Drug Administration (FDA), as the first treatment for patients with MASH with moderate to advanced liver fibrosis, along with diet management and exercise 5.

Lifestyle modifications, such as dietary restriction (DR) and exercise, remain the mainstay of recommended therapeutic interventions in overweight and obese individuals with MASLD, with the aim of reducing body weight by at least 10% 6, 7. However, the sustainability of long-term (hypocaloric) dietary management poses several challenges, particularly for individuals with severe obesity 8. Consequently, bariatric surgery (BS) has emerged as a viable option for obese patients, particularly when conventional nutritional and behavioral therapy fails to achieve the desired therapeutic outcomes. In a randomized controlled clinical trial, BS-based interventions were superior to lifestyle intervention alone in weight loss as well as in improving histological features of MASLD such as resolution of MASH and improvement of liver fibrosis by at least 1 stage 9. Furthermore, observational studies demonstrated long-term benefits regarding cardiovascular and liver-related morbidity as well as mortality 10.

Among various surgical modalities, sleeve gastrectomy (SG) is the most frequently performed procedure, supported by robust evidence of long-term efficacy and safety 11. SG restricts nutritional intake by reducing the stomach volume and capacity, without reconstructing the gastrointestinal tract 12. Emerging studies have suggested that BS potentially mitigates lipid accumulation and halts MASLD progression 13-15. Although the primary consequence of SG is the restriction of food intake (akin to DR), SG generates remarkable influences on systemic inflammation and gut microbiota composition 16. Recent advancements in omics technologies allow for sophisticated inquiries into liver diseases from diverse angles by profiling gene expression, protein function, metabolism, and microbiome activity 17. The latest study demonstrated that SG promotes liver regenerative capacities according to results from mouse models 18. Simultaneously, our previous study demonstrated that BS exerts superior protective effects in the livers of patients with MASLD compared to DR, a finding associated with increased macrophage infiltration in BS 14. However, little has been known about metabolic and inflammatory alterations of steatotic livers after SG and DR interventions.

Here, we sought to compare the molecular and cellular consequences of DR and SG related to the amelioration of liver steatosis, using a rodent obesity-MASLD model. We implemented single-cell (sc)/single-nuclei (sn) transcriptome analysis to describe intracellular alterations and extracellular interactions, and spatial metabolomics with the assistance of artificial intelligence (AI)-based image analysis assisted in deciphering metabolite production collating immune cell zonation. This study provides novel insights into multiomics alterations in steatotic livers from patients undergoing DR and SG, which may hopefully increase our understanding of mechanistic consequences of surgery-based therapies in MASLD.

## Results

### SG induces weight loss and ameliorates non-invasive biomarkers in human patients with MASLD

BMI and serological indexes were analyzed retrospectively in 18 patients who underwent SG (Fig. 1A). In comparison to baseline at one day pre-SG, significant declines of body mass index (BMI), glucose, postprandial blood glucose (PPG), aspartate aminotransferase (AST), alanine aminotransferase (ALT), gamma-glutamyltransferase (γ-GT), triglycerides (TG), high-density lipoprotein-cholesterol (HDL-C) and total bilirubin (TBIL) occurred at 6 months post-SG, while total bile acids (TBA) (p = 0.051) and fibroblast growth factor (FGF)-19 (*p* = 0.058) tended to increase (Fig. 1B-D, Table S2). This data hence revealed profound changes in varying processes, including inflammatory, metabolic and gut-derived endocrine signals. Intriguingly, male patients benefitted more from SG particularly on serological TG and low-density lipoprotein-cholesterol (LDL-C) levels than female patients (Table S2). Thus, to further investigate the cellular mechanisms involved in the liver response to SG and compare with DR, healthy wild-type male rats were used to recapitulate interventions on an obesity-related MASLD model (Fig. 2A, Fig. S1). All rats gained weight after 12 weeks of high-fat diet (HFD) feeding, whereas Sham + DR and SG rats had a reduced weight gain in the 8 weeks following the intervention compared to HFD alone. Moreover, DR and SG strikingly suppressed weight gain of rats from 13 to 17 weeks, while ameliorative effects compromised afterward in contrast to Sham (Fig. 2B). Serum analysis revealed that in comparison to Sham animals on HFD, Sham + DR suppressed the level of LDL but increased the level of HDL; SG significantly suppressed the levels of TG, LDL and AST, but increased the levels of HDL, TBA and FGF-19. Additionally, SG drastically suppressed cholesterol levels (*p* = 0.06) but led to increased serum FGF-21 (*p* = 0.06) (Fig. 2C). HFD exaggerated hepatic lipid accumulation in comparison to rats fed a normal diet.

Yet, both Sham + DR and SG intervention dramatically diminished hepatic lipid accumulation compared to the HFD-fed sham group (Fig. 2D and E). Simultaneously, fibrosis was increased after HFD, while it was significantly attenuated by both DR and SG (Fig. 2F and G). Results imply that both DR and SG ameliorated obesity progression, liver steatosis and fibrosis, while SG was the most efficient intervention for improving systemic levels of lipid metabolism and bile acid (BA) production.

### Sc/sn-transcriptome analysis evidences an altered hepatic cellular landscape after DR and SG

Rat liver samples [n=3 each per Sham (on HFD), Sham + DR and SG group] were analyzed using sc/snRNA-sequencing analysis, with an explicit classification of main hepatic and immune cell populations [including two populations of hepatocytes: HepaC(a) and HepaC(b), cholangiocytes, hepatic stellate cells (HSC), endothelial cells, macrophages, monocytes, neutrophils, dendritic cells (DC, two populations), B lymphocytes, T lymphocytes and natural killer (NK) cells] (Fig. 3A, Fig. S2A). 

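Livers of male Sprague Dawley rats with diet-induced MASLD were dissociated, and the RNA of single cells and nuclei was sequenced in 1 library per rat, with 3 rats per group. Sham rats had a sham operation and free access to the high-fat diet. SG rats had a sleeve gastrectomy, which removes most of the stomach, and free access to the same diet. Sham + DR rats had a sham operation and about as much of the diet as rats ate after SG. The deposited values were counts of unique molecular identifiers (UMIs, 1 per captured RNA molecule) for 32623 genes and every droplet barcode, empty droplets included. The paper names the MobiNova platform and filtering by Cell Ranger, whereas the sample labels name Chromium 3' chemistry and another version of Seurat. The genome build is not given in the sources used here. The libraries held 52252761, 58575667 and 82338688 UMIs in Sham 1 to 3, 50305935, 39660999 and 52859686 in Sham + DR 1 to 3, and 67176249, 63824679 and 53826226 in SG 1 to 3. A barcode was kept as a cell with at least 500 UMIs and 300 genes, under 25% mitochondrial UMIs and a profile unlike the empty droplets. This left 7247, 8529 and 12571 cells in Sham 1 to 3, 7241, 7662 and 9231 in Sham + DR 1 to 3, and 9888, 9269 and 9052 in SG 1 to 3. The median cell held 2305 to 3300 UMIs in the Sham libraries, 1878 to 2528 in Sham + DR and 1869 to 2825 in SG. The cells formed 60 clusters, which were named from marker genes chosen before the data were examined, as were the gene lists, the tests and most alternatives. HepaC, Chol, HSC, endothelial cells (Endo), macrophages (Mac), monocytes (Mono), neutrophils (Neu), conventional and plasmacytoid DC (cDC, pDC), B cells, plasma cells, T cells, NK cells and clusters of mixed T and NK cells (T/NK) took 71809 cells, and 8881 (11.0%) stayed unnamed. UMIs were summed per library and cell type and compared over the 3 groups with edgeR's quasi-likelihood test. The p-values were adjusted over the genes tested in that cell type (Benjamini-Hochberg). Levels are mean counts scaled to the same library total (CPM) ± SD over samples, and fold changes are on the log2 scale with their standard error (SE). Sham 1 and Sham 3 differed by little more than the sampling noise, with a chi-square of 4.42 per gene against at least 71.5 for every other pair of libraries. They were therefore summed and counted as 1 sample, a choice made after seeing the data, so that n = 2 for Sham and n = 3 for Sham + DR and for SG. The libraries used 3 sets of droplet barcodes: Sham 1, Sham 2 and SG 2 shared the first, Sham 3 and SG 1 the second, and Sham + DR 1 to 3 and SG 3 the third. Any difference between Sham + DR and Sham is therefore also one between barcode sets. RNA free in the droplets made up an estimated 7.11 to 20.8% of a cell's UMIs, from the level of hepatocyte-secreted proteins' transcripts in lymphocytes.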

Reconstituted cell composition suggested higher numbers of NK cells, B cells, neutrophils and cholangiocytes leading to a lower proportion of hepatocytes and hepatic stellate cells upon Sham + DR (*vs.* Sham). In contrast, SG intervention led to an increased proportion of macrophages, while DR led to an increased proportion of NK cells but decreased proportions of hepatocytes and HSCs (Fig. 3A, Fig. S2B). 

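NK cells, lymphocytes that kill infected or stressed cells, made up 14.6 ± 2.48% (SD, n = 3) of all kept cells in Sham + DR and 5.16 ± 1.31% (n = 2) in Sham, a log2 difference of 1.50 (SE 0.331, adjusted p = 0.0169 from edgeR on cells per type). Antibody-secreting plasma cells rose from 0.405 ± 0.076% to 1.32 ± 0.417% (log2 1.70, SE 0.387, adjusted p = 0.0169). Hepatocytes accounted for 20.7 ± 3.54% in Sham + DR and 33.1 ± 2.62% in Sham (log2 -0.68, SE 0.282, adjusted p = 0.143), and neutrophils for 4.38 ± 1.80% and 1.97 ± 0.185% (log2 1.16, SE 0.459, adjusted p = 0.143). The shares of B cells (5.45 and 4.78%), cholangiocytes (2.12 and 1.52%) and HSCs (0.768 and 0.848%) did not pass the test, with adjusted p-values from 0.724 to 0.75. The calls on NK and plasma cells ended without Sham 2 (adjusted p = 0.169 for both) and as shares of non-hepatocytes (log2 1.27 and 1.47, adjusted p = 0.0511 for both). That on plasma cells also ended without Sham + DR 3 (adjusted p = 0.0657) and with cells named by marker score (log2 0.66, adjusted p = 0.318). Hepatocytes were shallower in Sham + DR (library medians of 1005 to 1793 UMIs) than in Sham (1488.5 to 3335) and richer in mitochondrial RNA (5.15 to 7.83%, against 0.60 to 4.99%). Both limits on cells could therefore bear on their share. With a mitochondrial limit of 10% it fell by 1.08 on the log2 scale (adjusted p = 0.0122).

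**Figure D1:**
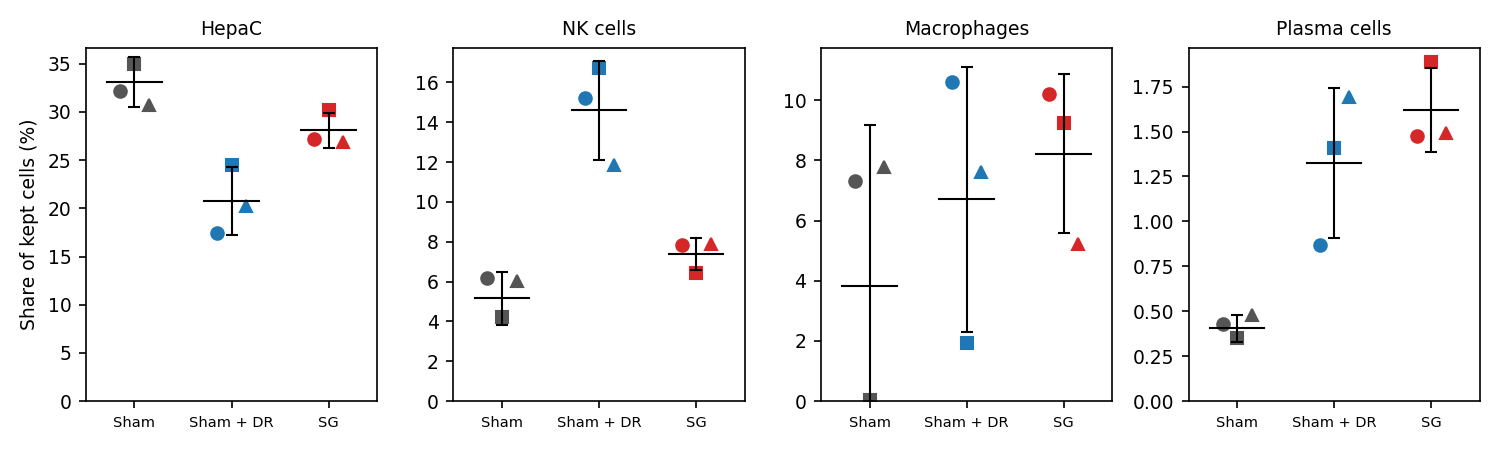
Share of all kept cells (%, vertical axis) held by each cell type in Sham (grey), Sham + DR (blue) and SG (red); circles, squares and triangles are replicates 1, 2 and 3, lines are means and bars SDs, with Sham 1 and Sham 3 counted as 1 sample. NK cells hold 14.6% of cells in Sham + DR and 5.16% in Sham, and plasma cells lie lowest in Sham.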

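Macrophages made up 8.22 ± 2.65% (SD, n = 3) of cells in SG, 6.71 ± 4.40% (n = 3) in Sham + DR and 3.83 ± 5.35% (n = 2) in Sham. The difference between SG and Sham did not pass (log2 1.10, SE 1.40, adjusted p = 0.62). The exact permutation test gave a two-sided p of 0.3, where 0.1 is the smallest p possible. It came from 1 Sham library. Macrophages held 7.31, 0.047 and 7.78% of cells in Sham 1 to 3 and 10.2, 9.2 and 5.21% in SG 1 to 3. Without Sham 2 the log2 difference was 0.11. Plasma cells rose with SG as well, to 1.62 ± 0.233% (log2 1.99 against Sham, SE 0.391, adjusted p = 0.0137), a call that ended without Sham 2 (adjusted p = 0.12) or SG 2 (adjusted p = 0.0546). Hepatocytes (28.1 ± 1.86%), NK cells (7.40 ± 0.819%) and HSCs (1.40 ± 0.609%) in SG did not pass the test against Sham or Sham + DR. Unnamed clusters held 15.4% of cells in SG, 8.80% in Sham and 7.51% in Sham + DR, most of them in SG from clusters with markers of several cell types (9.235%, against 3.33% in Sham and 2.49% in Sham + DR). The largest of these, led by hepatocyte genes such as Prodh1 and Cyp2e1, had 1952 cells, 467, 584 and 657 of them from SG 1 to 3 and at most 83 from any other library. It is not part of the hepatocyte share or of the hepatocyte sums.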

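Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at 256 ± 131 CPM (SD, n = 3) in hepatocytes of SG, 242 ± 93.0 (n = 3) in Sham + DR and 280 ± 349 (n = 2) in Sham. Sham 2 held 532 CPM and Sham 1 and Sham 3 held 29.4 and 35.4. Without Sham 2, Cyp7a1 had a log2 difference from Sham of 2.97 in SG (adjusted p = 0.253) and 2.94 in Sham + DR (0.204). Nr1h4, the bile acid receptor FXR, was at 625 ± 283 CPM in SG, 464 ± 18.7 in Sham + DR and 501 ± 219 in Sham. Over all cells summed, Cyp2e1, a cytochrome P450 that oxidizes ethanol and fatty acids, was at 1477 ± 302 CPM in SG, 696 ± 368 in Sham + DR and 690 ± 40.7 in Sham. Ppara, a nuclear receptor that drives fatty acid oxidation, was at 277 ± 116 in SG and 115 ± 41.6 in Sham + DR (log2 1.25, SE 0.348, adjusted p = 0.185, DESeq2 0.0221). Cyp2e1, Cyp7a1, Ppara and Nr1h4 did not pass edgeR's test in hepatocytes or in all cells summed in any of the 3 comparisons, with a lowest adjusted p in hepatocytes of 0.645, for Ppara between Sham + DR and Sham.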

The gene expression of metabolism-related markers (*Cyp2e1*, *Cyp7a1*, *Ppara* and *Nr1h4*) and key MASLD markers (*Pnpla3* and *Gcg*) was analyzed in hepatocytes and immune cells in each group (Fig. 3B). Essentially, both Sham + DR and SG suppressed the gene expression of *Pnpla3* (mainly in hepatocytes) and *Gcg* (in total level, hepatocytes and non-hepatocytes). Nonetheless, SG increased the gene expression of *Cyp2e1*, *Ppara* and *Nr1h4* (in the non-hepatocytes) in contrast to Sham + DR (Fig. 3C). 

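Pnpla3, a lipid droplet protein whose human variant is a risk factor for steatosis, was at 2.07 ± 0.386 CPM (SD, n = 3) in hepatocytes of Sham + DR and 1.40 ± 0.300 (n = 3) in SG, against 8.46 ± 8.71 (n = 2) in Sham. These values rest on 19, 28 and 346 UMIs, and the SD in Sham was as large as its mean. The log2 fold change against Sham was -2.00 (SE 0.660, adjusted p = 0.426 from edgeR) for Sham + DR and -2.60 (SE 0.627, adjusted p = 0.269) for SG. The latter passed with DESeq2 (adjusted p = 0.0495), with edgeR without Sham 2 (adjusted p = 0.0217) and, for Pnpla3 in HepaC, SG vs Sham, with no filter on low counts (adjusted p = 1.74e-05). In all cells summed Pnpla3 was at 1.07 ± 0.297 CPM in Sham + DR, 1.15 ± 0.401 in SG and 3.17 ± 2.72 in Sham, and in non-hepatocytes at 0.922, 1.10 and 1.23. Gcg encodes glucagon, a hormone made mainly in pancreas and gut. The kept cells of all libraries together held 3 UMIs of it: 0 in Sham, 1 in Sham + DR and 2 in SG. No fold change of Gcg can be read at this depth.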

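Ppara rose in the non-hepatocytes of SG, to 40.8 ± 7.12 CPM (SD, n = 3) from 5.67 ± 1.82 (n = 3) in Sham + DR (log2 2.84, SE 0.286, adjusted p = 0.0463 from edgeR). Cyp2e1 was at 363 ± 113 CPM in SG and 141 ± 89.2 in Sham + DR (log2 1.35, SE 0.429, adjusted p = 0.18), and Nr1h4 at 32.8 ± 6.51 and 10.4 ± 4.31 (log2 1.65, SE 0.388, adjusted p = 0.0998). Both passed with DESeq2 (adjusted p = 0.0265 and 0.00137). Cyp7a1 was at 11.6 ± 3.95 and 2.30 ± 0.818 CPM (log2 2.35, SE 0.664, adjusted p = 0.145, DESeq2 0.0049). In Sham the same cells held 14.7 ± 4.92 CPM of Ppara, 123 ± 0.083 of Cyp2e1, 22.5 ± 12.5 of Nr1h4 and 6.22 ± 6.65 of Cyp7a1 (n = 2). The empty droplets held more of each gene and differed in the same direction: Ppara 232 CPM in SG and 70.2 in Sham + DR, Cyp2e1 1945 and 1371, Nr1h4 163 and 50.7, Cyp7a1 77.8 and 26.6. With this free RNA subtracted, Ppara was left with 106 and 71 UMIs in SG 1 and SG 2 and 0 in the other 7 libraries, so that no fold could be measured (adjusted p = 0.304). Cyp2e1 (log2 3.50, SE 1.63, adjusted p = 0.409) and Nr1h4 (log2 0.31, SE 0.887, adjusted p = 0.912) did not pass, and Cyp7a1, at 0 in 8 libraries, was not tested. The call on Ppara also ended without Sham + DR 1, Sham + DR 3, SG 1, SG 2 or SG 3 (highest adjusted p 0.138).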

Immunohistochemistry (IHC) evidenced that patatin like phospholipase domain containing 3 (PNPLA3) protein was significantly downregulated in Sham + DR and SG groups (*vs.* Sham), while peroxisome proliferator activated receptor (PPAR)α-expressing liver cells increased in the SG group (*vs.* Sham) (Fig. 3D and E), thereby confirming the profound regulation towards beneficial metabolic pathways in hepatocytes on a protein level after SG.

Furthermore, differentially expressed genes (DEGs) were screened in parenchymal (Fig. 4A) and immune cells (Fig. 4B) by comparing Sham + DR and SG to Sham. 

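In monocytes of SG, Cxcl10, an interferon-induced chemokine, fell from 250 ± 2.57 CPM (SD, n = 2) to 65.9 ± 7.77 (n = 3, log2 -1.86, SE 0.217, adjusted p = 0.00872). Fpr2, a receptor for formyl peptides and resolvins, rose there from 67.1 ± 9.88 to 230 ± 26.1 (log2 1.84, SE 0.218, adjusted p = 0.00872). In neutrophils of SG, Acod1, which makes itaconate, fell from 491 ± 215 to 69.0 ± 15.0 CPM (log2 -2.84, SE 0.377, adjusted p = 0.00939). In cholangiocytes of SG, the water channel Aqp5 fell from 321 ± 109 to 89.0 ± 16.0 CPM (log2 -1.86, SE 0.242, adjusted p = 0.0107), and Ighm, the heavy chain of IgM, rose from 62.6 to 426 CPM (log2 2.80, adjusted p = 0.0107). Ighm also rose in monocytes (log2 3.1, adjusted p = 0.00327) and T cells (log2 3.02, adjusted p = 0.0419), and it was at 5899 CPM in the empty droplets of SG and 1021 in those of Sham. In monocytes of Sham + DR, Cxcl9, another interferon-induced chemokine, fell from 59.9 to 4.98 CPM (log2 -3.65, adjusted p = 0.0424). When myeloid cells were clustered again, nonclassical monocytes differed in sub-cluster between groups. Sub-cluster 8 held 378, 540 and 519 of Sham + DR, 22, 43 and 21 of Sham and 62, 23 and 50 of SG. Sub-cluster 7 held 2, 8 and 9, then 261, 54 and 511, then 559, 204 and 217. Gene changes in monocytes were tested over all monocytes together. In cholangiocytes of Sham + DR, Fabp1, the liver fatty acid binding protein, fell from 149 ± 32.7 to 10.6 ± 9.22 CPM (log2 -3.85, SE 0.528, adjusted p = 0.00779), as did LOC680406 (293 to 15.2 CPM), Rup2 (212 to 12.9 CPM) and Thrsp (24.3 to 0.870 CPM). These genes were also lower in the empty droplets of Sham + DR, Fabp1 at 218 against 1595 CPM. Between SG and Sham, edgeR called 2 genes in cholangiocytes, 3 in monocytes, 1 in neutrophils and 1 in T cells. It called 8 in hepatocytes, and 0 in HSCs (48 genes at an unadjusted p under 0.05, 2 by DESeq2), endothelial cells (351 and 5), cDC (466 and 6), pDC (679 and 24), B cells (501 and 8), plasma cells (809 and 20), NK cells (635 and 6) and T/NK clusters (548 and 6). Macrophages were not tested against Sham in this fit, as a test took at least 2 samples per group and Sham 2 held only 4. With Sham 1 and Sham 3 kept apart, as first planned, these 2 nearly identical libraries made up the Sham group, and edgeR called 22 genes in macrophages between SG and Sham and 955 between Sham + DR and Sham. The call on Cxcl10 was lost without any of Sham 2, Sham 3, SG 1, SG 2 or SG 3 (adjusted p up to 0.304) and that on Acod1 without any of Sham 2, SG 1, SG 2 or SG 3 (up to 0.22). That on Fpr2 was lost without any of Sham 2, SG 2 or SG 3 (up to 0.294) and that on Aqp5 without any of Sham 2, SG 1 or SG 2 (up to 0.288). Ighm was lost in monocytes without Sham 2 (adjusted p = 0.114), in cholangiocytes without any of Sham 2, Sham 3, SG 1 or SG 2 (up to 0.297) and in T cells without any of Sham 2, Sham 3, SG 1, SG 2 or SG 3 (up to 0.219). Cxcl9 was lost without any of Sham 3, Sham + DR 1 or Sham + DR 3 (up to 0.253), and Fabp1 without Sham + DR 1 (adjusted p = 0.0707). Rup2 was lost without Sham + DR 1 (adjusted p = 0.0571), and Thrsp without any of Sham 1, Sham 3, Sham + DR 1 or Sham + DR 3 (up to 0.296).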

Transcriptomic influences of diverse cell types in the liver upon Sham + DR and SG were assessed based on cell proportions and the amount of significantly up-/down-regulated DEGs. Hence, the distance of dots to the origin points (value '0') are considered as the magnitude of influences (Fig. 4C). As shown in the rainbow plot, hepatocytes stand distinctly out of other cell types and as the most influential ones by SG for both gene up- and down-regulation, implying that SG impacts steatotic livers mostly through altering hepatocytic functions (Fig. 4C). 

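In hepatocytes SG changed 8 of 12524 genes relative to Sham, 4 up and 4 down. The strongest was Scd, stearoyl-CoA desaturase, which makes monounsaturated fatty acids for triglycerides. It fell from 102 ± 49.0 CPM (SD, n = 2) to 1.81 ± 0.889 (n = 3, log2 -5.80, SE 0.446, adjusted p = 0.000935 from edgeR), and every SG library, at 1.26 to 2.87 CPM, lay far under every Sham library, at 66.4 to 139 CPM. Slc22a8, an organic anion transporter, fell from 68.0 ± 48.8 to 2.11 CPM (log2 -5.03, SE 0.665, adjusted p = 0.0346), Ednra, an endothelin receptor, from 25.5 ± 12.4 to 0.485 CPM (log2 -5.54, SE 0.779, adjusted p = 0.0425), and the unnamed gene AABR07043825.1 from 23.8 to 0.471 CPM (log2 -5.67, adjusted p = 0.0279). Igfbp2, a binding protein of insulin-like growth factors, rose from 1.13 ± 0.0346 to 34.4 ± 21.8 CPM (log2 4.92, SE 0.611, adjusted p = 0.032). Also higher were the orphan receptor Gpr158, from 34.0 ± 9.94 to 175 ± 48.9 (log2 2.36, SE 0.322, adjusted p = 0.0379), Pcp4l1 from 3.90 ± 1.22 to 24.7 ± 3.59 (log2 2.69, SE 0.390, adjusted p = 0.0496) and Ighm from 134 ± 14.5 to 868 ± 72.0 (log2 2.70, SE 0.349, adjusted p = 0.0346). Other genes printed in Fig. 4A did not pass edgeR's test but passed with DESeq2. These were Bhmt, a methionine cycle enzyme, at 2111 ± 850 CPM in SG and 742 ± 277 in Sham (log2 1.48, SE 0.467, adjusted p = 0.491, DESeq2 0.0323), Etnppl at 1079 ± 680 and 365 ± 33.2 (adjusted p = 0.473, DESeq2 0.0429), and Kcnma1 at 210 ± 154 and 12.2 ± 7.28 (adjusted p = 0.225, DESeq2 0.0176). The call on Scd held without any 1 library (highest adjusted p 0.0167) and ended with free RNA subtracted (0.0857), as did the other 7. Hepatocytes of SG held less Scd than the empty droplets, so the subtraction takes from few UMIs there. For Scd the lost call therefore cannot decide whether free RNA made the fall. Igfbp2 was also lost without Sham 2 or SG 3 (adjusted p = 0.0701 and 0.082), Ighm, Gpr158 and Slc22a8 without any of Sham 2, SG 1, SG 2 or SG 3 (up to 0.117, 0.139 and 0.131). AABR07043825.1 and Ednra were lost without any of SG 1, SG 2 or SG 3 (up to 0.103 and 0.131), and Pcp4l1 without any 1 library of either group (up to 0.131). The count of 8 became 1 without SG 3, 2 without SG 1, 4 without SG 2, 7 without Sham 1 or Sham 3 and 20 without Sham 2. With 9 libraries kept apart the count was 51, and with DESeq2 109. With the replicate number as a block, which also keeps Sham 1 and Sham 3 apart, it was 105. The sums drew on different sub-clusters of hepatocytes, 0 from Sham 1 and 3, 6 from Sham 2, 3 mostly from SG 1 and 7 from SG 2 and 3. With each cell type thinned to 50 cells per library, SG changed 1 gene in hepatocytes, 1 in cholangiocytes, 3 in monocytes, 1 each in neutrophils, B, T, NK and T/NK cells, and 0 in HSCs (114 genes at an unadjusted p under 0.05), endothelial cells (152), cDC (290) and pDC (282). From the number of DEGs and the cell proportions in Fig. 4C, in which hepatocytes stand apart, the paper proposes that SG acts on steatotic livers mostly by altering the functions of hepatocytes.

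**Figure D2:**
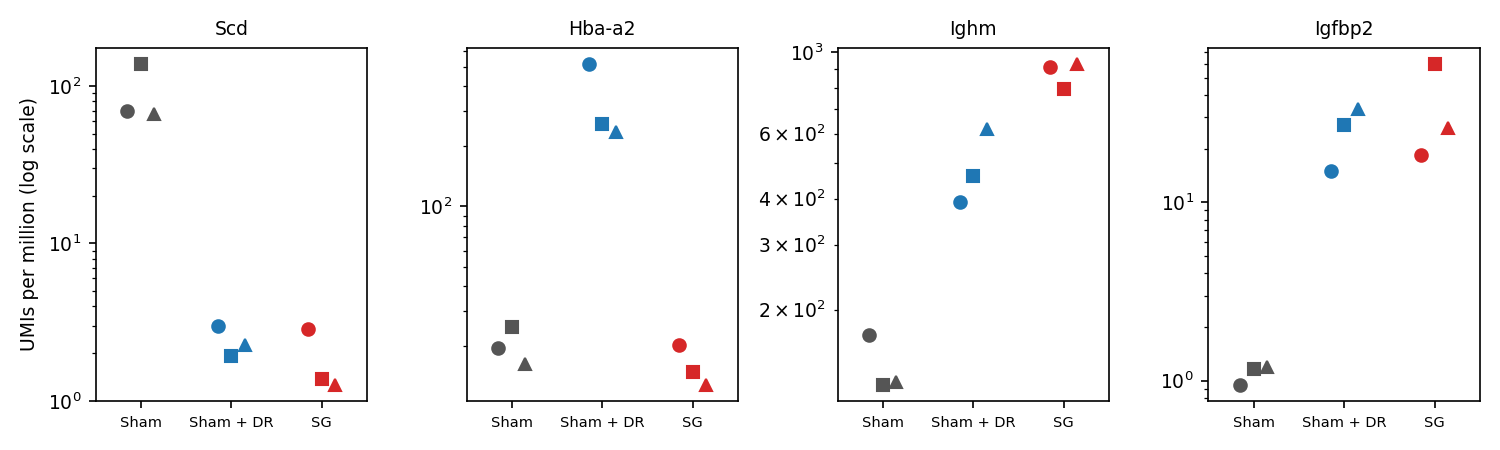
CPM (log axis) in hepatocytes of each library for Scd, Hba-a2, Ighm and Igfbp2; Sham is grey, Sham + DR blue and SG red, and circles, squares and triangles are replicates 1, 2 and 3. Scd lies between 66.4 and 139 CPM in the Sham libraries and at 3.01 CPM or less in all the others.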

Contrastingly, Sham + DR appears to result in relatively uniform effects on liver cells. 

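In hepatocytes of Sham + DR, Scd fell to 2.37 ± 0.543 CPM (SD, n = 3, log2 -5.48, SE 0.469, adjusted p = 0.00268 from edgeR) and alpha globin (Hba-a2), an erythroid gene, rose from 21.2 ± 5.09 to 333 ± 154 CPM (log2 4.01, SE 0.482, adjusted p = 0.0352). These were the 2 genes that passed in hepatocytes. Both calls ended with free RNA subtracted, where edgeR called 0 genes. For Scd this cannot decide whether free RNA made the fall, since hepatocytes of Sham + DR held less of it than the empty droplets. The globin was also higher in the empty droplets of Sham + DR (540 CPM, against 167). Among other genes printed in Fig. 4A, Ca3, carbonic anhydrase 3, was at 178 ± 90.9 CPM in Sham + DR and 821 ± 360 in Sham (log2 -2.21, adjusted p = 0.289), and LOC680406 at 1048 ± 247 and 7200 ± 6074 (log2 -2.78, adjusted p = 0.283). Ccl21, a chemokine, was at 4.21 ± 1.13 and 0.170 (log2 4.55, SE 0.672, adjusted p = 0.0566, DESeq2 0.000215). Against Sham, Sham + DR changed 7 genes in cholangiocytes, 35 in monocytes, 15 in neutrophils, 26 in cDC, 82 in B cells, 13 in NK cells, 11 in T cells and 1 in plasma cells. edgeR called 0 in HSCs (92 at an unadjusted p under 0.05, 0 by DESeq2), endothelial cells (495 and 13), pDC (965 and 90) and T/NK clusters (944 and 65). In the order from cholangiocytes to plasma cells, 9 libraries kept apart gave 17, 206, 21, 216, 154, 105, 157 and 1. DESeq2 gave 22, 140, 19, 115, 84, 100, 142 and 12. The replicate number as a block, also with Sham 1 and Sham 3 apart, gave 20, 298, 33, 149, 192, 167, 166 and 2. With free RNA subtracted the counts were 1, 0, 1, 0, 17, 1, 0 and 0. With 50 cells per type and library, the counts were 4 in hepatocytes, 24 in cholangiocytes, 13 in monocytes, 9 in B cells, 3 in NK cells, 2 in neutrophils, 1 in T cells and 0 in HSCs (71 at an unadjusted p under 0.05), endothelial cells (81), cDC (358), pDC (350) and T/NK clusters (324). Single libraries set the counts over all cells. Without Sham + DR 3 they were 0 in monocytes, neutrophils, cDC, NK and plasma cells, 5 in T cells and 12 in B cells, and without Sham + DR 1 they were 0 in cDC, T and NK cells. Without Sham + DR 2 they were 57 in cholangiocytes, 183 in monocytes, 130 in NK cells and 0 in hepatocytes, where the adjusted p of Scd became 0.0569 and that of Hba-a2 0.0605. Without Sham 2 the counts were 161 in cDC, 126 in T cells and 100 in NK cells, and the call on Hba-a2 ended (adjusted p = 0.0979).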

In accordance with the KEGG database, enriched signaling pathways were identified based on significantly upregulated DEGs. 

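Summed over all cells of a library, 35 of 39 measured genes of fatty acid degradation were higher in SG than in Sham + DR (median log2 0.62, adjusted p = 9.94e-09 from limma's camera, 0.297 with an estimated correlation). Hepatocytes were 28.1% of cells in SG and 20.7% in Sham + DR, and within them the median log2 of this list was 0.21. Adh1, an alcohol dehydrogenase, was at 1028 ± 325 CPM (SD, n = 3) against 271 ± 91.3 (n = 3, log2 1.91, SE 0.369, adjusted p = 0.149 from edgeR, DESeq2 8.12e-05). Relative to Sham, 30 were higher in SG (median log2 0.18, adjusted p = 0.0657) and 9 in Sham + DR, where the list fell (median log2 -0.47, adjusted p = 3.70e-05, 0.446 with an estimated correlation). Adjusted over the list alone, 4 genes were higher in SG than in Sham + DR. In Sham + DR, Eci3, a peroxisomal enoyl-CoA isomerase, was at 57.1 ± 14.3 CPM against 137 ± 61.0 (n = 2) in Sham (log2 -1.22, SE 0.293, adjusted p = 0.222, DESeq2 0.014). Of 16563 genes tested, edgeR called 0 between Sham + DR and Sham (2193 at an unadjusted p under 0.05, 407 by DESeq2), 0 between SG and Sham (754 and 93) and 3 between SG and Sham + DR (2634 and 677). Among the latter were Hgd, an enzyme of tyrosine breakdown, which was at 88.0 ± 8.78 CPM in SG and 27.5 ± 3.62 in Sham + DR (log2 1.66, SE 0.15, adjusted p = 0.0368), and Hba-a2 at 8.07 and 63.8 CPM (log2 -3.0, adjusted p = 0.0368). Both were lost without any of SG 1, SG 2, SG 3, Sham + DR 1 or Sham + DR 2, and Hgd also without Sham + DR 3 (adjusted p up to 0.191 for Hgd and 0.281 for Hba-a2). With Sham 1 and Sham 3 kept apart, the counts were 149, 0 and 13.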

Up- and down-regulated DEGs at the bulk levels were compared between Sham, Sham + DR and SG groups, indicating enhanced metabolic processes (SG *vs.* Sham and SG *vs.* Sham + DR) and declined metabolic processes (Sham + DR *vs.* Sham) (Fig. S3), which were in line with findings on liver samples from patients from our earlier study 14.

Next, regulated signaling pathways were compared between the groups (Sham + DR *vs.* Sham, SG *vs.* Sham, and SG *vs.* Sham + DR) for each cell population (Fig. 5A). 

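Between SG and Sham + DR, most genes that rose in macrophages were ones that hepatocytes express more. In macrophages 174 genes rose and 76 fell of 11924 tested. The 5 largest included Mug2, a plasma protease inhibitor (22.9 CPM in SG, 2.34 in Sham + DR, log2 3.71, SE 0.383, adjusted p = 0.00116 from edgeR), Cyp4a3, a fatty acid hydroxylase (log2 3.71, adjusted p = 0.0104) and Etnppl (log2 3.55, adjusted p = 0.00361). The others were Bhmt (67.8 and 7.10 CPM, log2 3.49, adjusted p = 0.00116) and Baat, which conjugates bile acids (72.9 and 7.5 CPM, log2 3.43, SE 0.308, adjusted p = 0.000346). Of the 174 genes, 164 were higher in hepatocytes than in macrophages, and all 174 were higher in the empty droplets of SG than in those of Sham + DR, Baat at 545 against 96.2 CPM. Genes that rose and fell numbered 136 and 75 in monocytes, 26 and 14 in neutrophils, 62 and 7 in cDC, 107 and 40 in pDC, 168 and 40 in B cells, 116 and 29 in T cells, 214 and 30 in NK cells, 80 and 7 in T/NK clusters, 4 and 0 in plasma cells and 24 and 3 in cholangiocytes. Sult2a6, a sulfotransferase of bile acids and steroids, rose in cholangiocytes from 23.1 to 162 CPM (log2 2.86, adjusted p = 0.0117). In hepatocytes themselves 4 genes fell and 0 rose (1721 genes at an unadjusted p under 0.05 in both directions, 322 by DESeq2), all of them globins. These were both copies of Hba-a2 (15.8 against 333 CPM and 8.92 against 166 CPM, log2 -4.44 and -4.27), LOC100134871 (log2 -4.30) and Hbb (2.82 against 39.3 CPM, log2 -3.79). With the replicate number as a block, 181 rose and 78 fell in hepatocytes. edgeR called 0 genes in HSCs (120 at an unadjusted p under 0.05, 0 by DESeq2) and endothelial cells (910 and 35). After subtraction of the free RNA, edgeR called 0 genes in macrophages and hepatocytes, 14 in pDC, 11 in B cells, 3 in T cells and 3 in neutrophils. With 1 library left out, the counts were lowest without Sham + DR 3 in B cells (48), monocytes (10), neutrophils and cDC (1 each), cholangiocytes and plasma cells (0 each). They were lowest without SG 3 in macrophages (68), NK cells (24), pDC (16) and hepatocytes (0), and without Sham + DR 1 in T cells (22) and T/NK clusters (23). They were highest without Sham + DR 2, at 224 in macrophages, 263 in monocytes, 73 in neutrophils, 71 in cDC, 132 in pDC, 251 in B cells, 43 in plasma cells, 209 in T cells, 319 in NK cells, 85 in T/NK clusters, 57 in cholangiocytes and 2 in HSCs. In hepatocytes the highest was 51, without SG 1. Cyp4a3 was lost without Sham + DR 1 (adjusted p = 0.0587), Sult2a6 without Sham + DR 3 or SG 2 (up to 0.0973). Hba-a2 was lost without SG 2 or SG 3 (up to 0.114), LOC100134871 without Sham + DR 2, SG 2 or SG 3 (up to 0.114) and Hbb without Sham + DR 1, Sham + DR 2, SG 2 or SG 3 (up to 0.222).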

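Genes of fatty acid degradation, which break down fatty acids in mitochondria and peroxisomes, lay slightly higher in SG hepatocytes. Of 37 measured genes, 28 were higher in SG than in Sham (median log2 0.27), which missed the threshold as a list (adjusted p = 0.0638 from limma's camera, 0.398 with an estimated correlation). It passed with Sham 1 and Sham 3 kept apart (median log2 0.32, adjusted p = 0.0178), with free RNA subtracted (0.047), within the barcode sets of Sham (0.0145) and without Met1-like cells (0.0154). It also passed without Sham 1, Sham 2, Sham 3 or SG 3 (0.0219 to 0.0464). Adh7, an alcohol and retinol dehydrogenase, was at 28.5 ± 7.77 CPM (SD, n = 3) in SG and 10.1 ± 0.527 (n = 2) in Sham (log2 1.49, SE 0.302, adjusted p = 0.134 from edgeR, DESeq2 0.00445). Adjusted over the list alone, 1 gene was higher. Between SG and Sham + DR the list rose in hepatocytes, with 26 of 37 genes higher (median log2 0.21, adjusted p = 0.0271, 0.76 with an estimated correlation). That call ended without Sham + DR 1 or SG 1 (adjusted p = 0.47 and 0.304) and without Met1-like hepatocytes (median log2 0.04, adjusted p = 0.899). Between Sham + DR and Sham 17 of the 37 were higher (median log2 -0.09, adjusted p = 0.85). In cholangiocytes 20 of 33 genes were higher in SG than in Sham (median log2 0.04, adjusted p = 0.187). In endothelial cells 21 of 30 were higher (median log2 0.06, adjusted p = 0.237), with Acadsb, an acyl-CoA dehydrogenase, at 22.0 and 13.8 CPM (log2 0.58).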

Fatty acid degradation-related gene expression was increased not only in hepatocytes (Sham + DR *vs.* Sham, SG *vs.* Sham, SG *vs.* Sham + DR) but also in cholangiocytes and endothelial cells (SG *vs.* Sham). Furthermore, PPAR signaling pathways, fatty acid degradation and cholesterol metabolism were more pronounced (not only in hepatocytes) by both Sham + DR and SG interventions (*vs.* Sham). 

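The 61 measured genes of PPAR signaling, which covers targets of nuclear receptors for fatty acids, were spread around no change in hepatocytes. Of these, 30 were higher in Sham + DR than in Sham (median log2 0.01, adjusted p = 0.708 from limma's camera) and 39 in SG (median log2 0.12, adjusted p = 0.942). Scd was the 1 member called by edgeR in either comparison, and it was lower in both. Adjusted over the list alone, 3 members were lower in Sham + DR. Fabp1 was at 486 ± 251 CPM (SD, n = 3) in Sham + DR and 4269 ± 1528 (n = 2) in Sham (log2 -3.14, SE 0.705, adjusted p = 0.276, DESeq2 0.000221), and Dbi, an acyl-CoA binding protein, at 124 ± 66.8 and 840 ± 468 (log2 -2.76, adjusted p = 0.226, DESeq2 0.0003). Of 43 genes of cholesterol metabolism, 20 were higher in Sham + DR (median log2 -0.02, adjusted p = 0.727) and 17 in SG (median log2 -0.04, adjusted p = 0.267). Outside hepatocytes the PPAR list fell in Sham + DR, with medians of -0.22 in cholangiocytes (adjusted p = 0.000112), -0.27 in endothelial cells (0.034), -0.34 in monocytes (6.91e-05), -0.63 in neutrophils (0.000665) and -0.28 in cDC (0.000562). In the same order, the adjusted p was 0.251, 0.456, 0.126, 0.585 and 0.0748 with an estimated correlation. In SG it rose in cholangiocytes (34 of 52 genes, median log2 0.28, adjusted p = 0.0476, 0.531 with an estimated correlation), a call that ended without Sham 2 (0.92) or SG 1 (0.356). Ppara was there at 38.7 ± 21.5 CPM in SG and 12.1 ± 4.07 in Sham (log2 1.80, SE 0.500, adjusted p = 0.714). With free RNA subtracted, the medians between Sham + DR and Sham turned to 0.06 in cholangiocytes, 0.03 in endothelial cells and 0.19 in cDC, and the call in endothelial cells also ended without Sham 2, Sham + DR 1 or Sham + DR 3 (highest adjusted p 0.264).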

Interestingly, in comparison to Sham + DR, the PPAR signaling pathway was promoted in cholangiocytes, endothelial cells and myeloid cell populations (monocytes, macrophages, DCs and neutrophils). 

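Genes of PPAR signaling rose in SG relative to Sham + DR in each of these cell types. In cholangiocytes 39 of 52 were higher (median log2 0.44, adjusted p = 3.64e-08 from limma's camera), in endothelial cells 32 of 48 (0.36, 0.00227), in macrophages 41 of 61 (0.40, 1.32e-06), in monocytes 41 of 56 (0.39, 1.30e-06), in cDC 36 of 54 (0.34, 1.00e-05) and in neutrophils 20 of 34 (0.66, 0.00324). With an estimated correlation the adjusted p was 0.153, 0.399, 0.102, 0.105, 0.0484 and 0.556 in the same order, so that the call held in cDC. Adjusted over the list alone, 13, 4, 16, 9, 16 and 5 genes were higher. Ppara itself rose in macrophages from 3.77 ± 2.25 CPM (SD, n = 3) to 34.3 ± 6.03 (n = 3, log2 3.00, SE 0.345, adjusted p = 0.00151 from edgeR), and in monocytes from 3.69 ± 2.23 to 43.7 ± 8.34 (log2 3.75, SE 0.394, adjusted p = 0.00355). It rose in neutrophils from 8.06 ± 3.70 to 93.1 ± 36.6 (log2 3.43, adjusted p = 0.0105) and in cDC from 3.43 ± 1.42 to 30.9 ± 13.9 (log2 3.25, adjusted p = 0.0242). Acsl1, which activates fatty acids, rose in cholangiocytes from 56.6 ± 21.7 to 158 ± 51.3 CPM (log2 1.52, adjusted p = 0.0404). In endothelial cells Fabp5, a fatty acid binding protein, was at 375 ± 172 and 125 ± 51.4 CPM (log2 1.50, adjusted p = 0.302). Acsl1 was at 936 CPM in the empty droplets of SG and 414 in those of Sham + DR. Ppara was at 232 and 70.2 CPM there, above its level in all of these cells. With free RNA subtracted, non-hepatocytes taken together held 0 UMIs of Ppara in every library but SG 1 and SG 2. The rise of Ppara in these cells was therefore not separated from free RNA. Subtracting the free RNA brought the median to 0.06 in cholangiocytes (adjusted p = 0.64) and turned it to -0.01 in endothelial cells, -0.07 in macrophages, -0.05 in monocytes and -0.15 in cDC. The list's call in endothelial cells was lost without Sham + DR 1 or Sham + DR 3 (adjusted p up to 0.116), and that in neutrophils without Sham + DR 3 or SG 1 (up to 0.125). Ppara was lost in neutrophils without Sham + DR 3 or SG 3 (up to 0.0854) and in cDC without Sham + DR 1, Sham + DR 3 or SG 1 (up to 0.166), and Acsl1 in cholangiocytes without Sham + DR 1, Sham + DR 3 or any 1 SG library (up to 0.278).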

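Acsm3, a mitochondrial enzyme that activates butyrate and other medium-chain fatty acids, was at 236 ± 6.34 CPM (SD, n = 3) in SG hepatocytes, 140 ± 14.8 (n = 3) in Sham + DR and 56.1 ± 28.0 (n = 2) in Sham. Its log2 fold change against Sham was 2.08 for SG (SE 0.341, adjusted p = 0.0633 from edgeR, DESeq2 1.97e-06) and 1.36 for Sham + DR (adjusted p = 0.332, DESeq2 0.015). Acsm5, of the same family, was at 893 CPM in SG and 987 in Sham + DR against 342 in Sham. Of the 20 measured genes of butanoate metabolism, 13 were higher in SG than in Sham (median log2 0.15, adjusted p = 0.0631 from limma's camera, 0.398 with an estimated correlation) and 8 in Sham + DR (median log2 -0.06, adjusted p = 0.765), with 1 higher in each comparison when adjusted over the list alone. The list passed between SG and Sham with 9 libraries (median log2 0.31, adjusted p = 0.0246), with free RNA subtracted (0.047), within the barcode sets of Sham (0.0442) and without Met1-like cells (0.025). It also passed without any 1 library but SG 1 (0.00757 to 0.0491). Between SG and Sham + DR 15 of 20 were higher (median log2 0.27, adjusted p = 0.0985).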

Of note, butanoate metabolism was enhanced in hepatocytes upon both Sham + DR and SG (Fig. 5A). In addition, cellular interactions (total and ligand-receptor) were elucidated between each gradual pair of cell types among all three groups using the CellChat algorithm (Fig. S4A and B). Key signaling pathways that enriched according to total cellular interactions were described (Fig. S5A). In contrast to Sham, both Sham + DR and SG elevated ligand reception of neutrophils from immune cells, while SG elevated ligand release from cholangiocytes to other cells. 

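Neutrophils could receive signals from other immune cells through a mean of 22.1 pairs per library in Sham, 19.2 in Sham + DR and 26.1 in SG. Neither difference from Sham passed the test (-2.91 for Sham + DR, exact permutation test, two-sided p = 0.5, 3.94 for SG, exact p = 0.3). Cholangiocytes as senders reached other cell types through 31.2 pairs in Sham, 27.9 in Sham + DR and 34.3 in SG (3.05 for SG, exact p = 0.4). A pair was counted where the ligand in the sending type and the receptor in the receiving type each had at least 20 CPM, out of 115 measured ligand-receptor pairs such as Cxcl12 and Cxcr4 or Il1b and Il1r1, averaged over cell types. CellChat scores were not computed here. With Sham at n = 2 the smallest p possible was 0.1. At a minimum of 50 CPM both differences of SG from Sham vanished (-0.07 for cholangiocytes, -0.04 for neutrophils), and leaving out 1 library moved that of cholangiocytes between 0.26 and 4.41.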

Of note, in contrast to Sham + DR groups, SG promoted interaction levels of non-hepatocyte parenchymal cells (cholangiocytes, HSCs and endothelial cells) as well as immune cells (mainly for macrophages and neutrophils) (Fig. 5B). 

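Counted in both directions, SG had more ligand-receptor pairs than Sham + DR in cholangiocytes (25.6 and 20.1 per library), HSCs (28.7 and 24.8), endothelial cells (28.1 and 23.9), macrophages (24.9 and 21.6) and neutrophils (24.8 and 19.3). For cholangiocytes (difference 5.51), endothelial cells (4.18) and neutrophils (5.44) every SG library lay above every Sham + DR library (exact permutation test, two-sided p = 0.1, the smallest p that 3 rats against 3 allow). For HSCs (3.90) and macrophages (3.26) the exact p was 0.2. Hepatocytes took part in 18.7 and 16.5 pairs (exact p = 0.2), and the mean over all types was 22.0 in SG and 17.8 in Sham + DR (exact p = 0.1). Since hepatocyte transcripts free in the droplets add to every type's counts, ligands that hepatocytes make enter these numbers.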

Further dissecting cholangiocyte-associated cellular interactions, significant signaling pathways from cholangiocytes to monocytes, macrophages, neutrophils, B lymphocytes, T lymphocytes and NK cells, as well as from monocytes, macrophages, DCs, hepatocytes, T lymphocytes and NK cells to cholangiocytes were illustrated (Fig. S5B and C).

Taken together, both Sham + DR and SG improve liver lipid metabolism (remarkably PPAR-associated processes) in steatotic livers. In particular, SG triggers metabolic enhancement broadly in liver cells, including hepatocytes, cholangiocytes, endothelial cells and myeloid cells. 

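Taken over all non-hepatocytes, lipid genes lay higher in SG than in either other group. Of 38 genes of fatty acid degradation, 27 were higher than in Sham (median log2 0.18, adjusted p = 0.00345 from limma's camera, 0.402 with an estimated correlation), and of 67 genes of PPAR signaling 49 (median log2 0.28, adjusted p = 0.00131, 0.367 with an estimated correlation). Apoe, the apolipoprotein of lipoprotein remnants, was at 569 ± 93.3 CPM (SD, n = 3) in SG and 289 ± 79.4 (n = 2) in Sham (log2 0.99, SE 0.240, adjusted p = 0.848 from edgeR, DESeq2 0.0481). Genes of cholesterol metabolism had a median of 0.14 against Sham (adjusted p = 0.0729) and rose against Sham + DR (median log2 0.31, adjusted p = 0.000283, 0.0855 with an estimated correlation), with Cyp27a1, a sterol hydroxylase of bile acid synthesis, at 41.8 ± 2.30 and 16.1 ± 4.16 CPM (log2 1.37, SE 0.188, adjusted p = 0.0549, DESeq2 7.27e-08). In monocytes 25 of 33 genes of fatty acid degradation were higher in SG than in Sham (median log2 0.21, adjusted p = 0.0386, 0.488 with an estimated correlation). Their call ended without Sham 1, Sham 2, SG 2 or SG 3 (highest adjusted p 0.169). Lpl, which releases fatty acids from triglycerides, was there at 21 ± 8.95 and 3.81 ± 0.0741 CPM (log2 2.56, SE 0.390, adjusted p = 0.0605, DESeq2 0.000552), while the empty droplets held 4.68 and 9.44. After subtraction of free RNA the median over non-hepatocytes between SG and Sham + DR was 0.07 for PPAR signaling (adjusted p = 0.753) and -0.04 for fatty acid degradation, against 0.51 and 0.39 before it.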

Noteworthy, cholangiocytes appear to actively interact with multiple liver cell types upon SG.

### SG promotes liver metabolic capacities through myeloid cell accumulation

To explore the metabolic landscape of the liver, three representative liver samples were freshly acquired from the Sham, Sham + DR and SG groups and then analyzed using an ambient mass spectrometry imaging (MSI) metabolomics approach (Fig. 6A). The spectrum and distribution of total metabolites (with positive and negative ions) were illustrated (Fig. S6A - E). Histological features of liver samples together with spatially distributed metabolite abundance were displayed, indicating strongly reduced production of total metabolites in steatotic livers undergoing DR or SG, indicating the alleviation of global liver metabolism activities (Fig. 6B). Contrastingly, function enrichment analysis based on the total abundance of differentially upregulated metabolites elucidated that both Sham + DR and SG enhanced lipid metabolism in steatotic livers in contrast to Sham groups, potentially attenuating steatotic stress in liver. It is worth noting that SG significantly enhanced the capacities of linoleic acid metabolism, fat digestion and absorption, and cholesterol metabolism compared to Sham + DR (Fig. 6C).

AI-based pathological exploration has evolved as a promising and precise tool for MASLD investigations 19. Hence, in this study, a deep-learning model was established based on cell annotations (hepatocytes, lymphocytes and myeloid cells) that were supervised by liver pathology experts (Fig. 7A). Accordingly, the numbers of hepatocytes, lymphocytes and myeloid cells were assessed on a total of 18 rat liver samples. Importantly, hepatocyte proportions (70 - 80%) of total liver cells were not significantly altered by different interventions (Fig. 7B). Lymphocyte proportions were significantly increased in Sham with HFD (1.5 - 6.1%) *vs.* healthy control (0.05 - 2.1%) but declined upon Sham + DR (0.7 - 2.0%) and SG (0.5 - 2.2%) (*vs.* Sham) (Fig. 7B). Simultaneously, SG exacerbated the infiltration of myeloid cells (*vs.* healthy control, *vs.* Sham + DR) (Fig. 7B). In comparison, the numbers of lymphocytes and myeloid cells were assessed based on the sc/sn RNA-seq dataset. Myeloid cell proportions tended to increase by SG (Fig. S7A and B). 

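Myeloid cells (macrophages, monocytes, conventional DC, neutrophils and 2 unnamed clusters, without pDC) made up 22.6 ± 1.86% (SD, n = 3) of cells in SG, 23.1 ± 0.354% (n = 2) in Sham and 28.5 ± 3.83% (n = 3) in Sham + DR. The share was higher in Sham + DR than in Sham (log2 0.30, SE 0.134, adjusted p = 0.0388 from edgeR, up to 0.117 without Sham + DR 3; exact p = 0.2) and lower in SG than in Sham + DR (log2 -0.33, SE 0.119, adjusted p = 0.0137, up to 0.0781 without SG 2). SG had a log2 difference from Sham of -0.03 (adjusted p = 0.825, exact permutation test, two-sided p = 1.0). Lymphocytes made up 26.5 ± 1.88% in SG, 27.0 ± 2.69% in Sham and 37.0 ± 2.40% in Sham + DR, where every library lay above every Sham library (exact p = 0.1, the smallest p possible). Their share rose from Sham to Sham + DR (log2 0.45, SE 0.134, adjusted p = 0.00614, up to 0.106 without Sham 2) and was lower in SG than in Sham + DR (log2 -0.48, SE 0.119, adjusted p = 0.00152, at most 0.0137 with 1 library left out). SG against Sham had an adjusted p of 0.825 and an exact p of 0.8. These shares are of all cells, so that they rise when the other cells fall. All other cells made up 34.5 ± 6.21% in Sham + DR, against 49.9 ± 2.33% in Sham (log2 -0.53, SE 0.131, adjusted p = 0.00298, at most 0.0492 with 1 library left out; exact p = 0.2) and 50.9 ± 3.15% in SG (log2 0.56 for SG against Sham + DR, SE 0.119, adjusted p = 0.000783). Of myeloid cells and lymphocytes together, myeloid cells were 43.4 ± 1.83% in Sham + DR, 46.2 ± 2.86% in Sham and 46.1 ± 2.07% in SG, which was not tested.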

Besides, the cell distribution of lymphocytes and myeloid cells was depicted to correspondingly map the metabolites in diverse cell regions (Fig. 7C). The abundance of total metabolites between regions with high or low myeloid cell infiltration was compared (high-/low-infiltration region selection displayed in Fig. 7C). SG remarkably increased metabolite abundance in regions with high myeloid cell infiltration (Fig. 7D). In addition, upregulated metabolites in regions rich in myeloid cells significantly refer to processes of autophagy, together with the metabolism of choline, linoleic acids, cholesterol and glycerophospholipids (Fig. 7E). Given the diverse phenotypic functions of macrophages in liver, a list of markers (*Trem2*, *Spp1*, *Gpnmb*, *Mmp9*, *Mmp13*, *Plin2*, *Ppara*, *Pparg*, *Cd207*, *Cx3cr1*, *Clec4f*, *Nos2*, *Cd80*, *Nlrp3*, *Il1b*, *Tnfa*, *Cd163*, *Mrc1*, *Il10* and *Tgfb1*) was selected from the sc/sn RNA-seq dataset to assess phenotypes of scar-associated macrophage (SAM), lipid-associated macrophage (LAM), liver capsular macrophage (LCM), Kupffer cell (KC), pro- and anti-inflammatory macrophages 20-22. Comparing macrophage clusters (SG *vs.* Sham), markers of SAM, LCM and KC were upregulated (SG *vs.* Sham), whereas pro-inflammatory macrophage markers were downregulated (SG *vs.* Sham and Sham + DR *vs.* Sham) (Fig. 8A, Fig. S7C). 

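Of the markers of scar-associated macrophages, Trem2 (2.17 ± 1.36 CPM in Sham + DR, 1.20 in Sham, 1.16 ± 1.21 in SG) and Spp1 (2.34 ± 2.09, 2.01 and 2.18 ± 1.31) were near the floor in macrophages, on 9 to 12 UMIs per group for Trem2. A myeloid sub-cluster led by Gpnmb, Spp1 and Trem2 (387 cells, 351 of them from SG 3) lay mainly in clusters left unnamed, outside these sums. Gpnmb was at 185 ± 87.2, 61.4 and 101 ± 50.1 CPM (SD, n = 3 each, Sham 1 and 3 as 1 sample, since Sham 2 held only 4 macrophages). Clec4f, a Kupffer cell lectin, was at 2376 ± 946, 845 and 1390 ± 737 CPM. Plin2, a lipid droplet protein, was at 378 ± 166, 1125 and 710 ± 208 CPM, and Cx3cr1, a capsular macrophage marker, at 3.94, 4.01 and 1.52. Among pro-inflammatory genes, Il1b was at 606 ± 137, 1024 and 1256 ± 209 CPM, Nlrp3 at 251, 453 and 323, Cd80 at 1.72, 2.14 and 1.18, and Nos2 at 7.43, 10.6 and 7.79. Mmp13 had at most 2 UMIs, and Tnf and Cd207 at most 3 UMIs, per group. These levels are over all macrophages, whose mix differed between groups. Sub-cluster 1 held 311, 1 and 563 cells of Sham 1 to 3, 69, 7 and 98 of Sham + DR 1 to 3 and 505, 405 and 245 of SG 1 to 3. Sub-cluster 3, led by Vsig4 and Clec4f, held 67, 0 and 116, then 362, 42 and 96, then 231, 99 and 74. With 1 Sham sample no test against Sham was made on these sums. With Sham 1 and Sham 3 as separate libraries, none of the markers tested passed between SG and Sham (log2 0.75 and adjusted p = 0.534 from edgeR for Gpnmb, 0.76 and 0.485 for Clec4f, 0.36 and 0.594 for Il1b, -0.48 and 0.491 for Nlrp3), while Trem2, Mmp13, Cd207, Cd80 and Tnf were under the filter on low counts. Under the same choice, which counts 2 nearly identical libraries as the whole Sham group, Gpnmb had a log2 difference of 1.65 in Sham + DR (adjusted p = 0.0387), Clec4f of 1.59 (0.0338), Plin2 of -1.49 (0.0186) and Ppara of -1.71 (0.0175). Ppara was at 3.77 and 14.9 CPM in these sums, and at 70.2 and 133 CPM in the empty droplets. With the replicate number as a block, which also keeps Sham 1 and Sham 3 apart, Plin2 (0.0284) and Ppara (0.02) passed and Gpnmb (0.06) and Clec4f (0.0593) did not. Between SG and Sham + DR, Il1b had a log2 difference of 1.01 (SE 0.248, adjusted p = 0.0583, DESeq2 0.00273). Its adjusted p was 0.0251 with the replicate number as a block, 0.0245 with Sham 1 and Sham 3 kept apart and 0.308 without SG 3.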

Simultaneously, SG promoted classical phenotypes of monocytes but suppressed neutrophil maturation. In contrast, DR tended to promote conventional DC (cDC) 1 phenotype and neutrophil maturation (Fig. 8A, Fig. S7C). In addition, myeloid cells were further divided into subtypes (SAM, LAM, non-/classical monocytes, KC, cDC1/2, mature/naïve neutrophils and other macrophages) by phenotypic characteristics and annotated (Fig. 8B). 

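Cd14, a receptor of classical monocytes, was at 264 CPM in monocytes of SG and 254 in Sham (log2 0.12, adjusted p = 0.952 from edgeR). Fcgr3a, a marker of nonclassical monocytes, was at 428 and 460 CPM, and Cx3cr1 in monocytes at 18.0 and 18.6. In neutrophils, Cxcr2, a receptor of mature cells, was at 187 CPM in both groups, Cxcr4, a receptor that holds neutrophils in the bone marrow, at 822 ± 360 (SD, n = 3) and 851 ± 374 (n = 2), and Il1b at 6007 ± 1257 and 7976 ± 1922 (log2 -0.42, adjusted p = 0.781). Il17ra was at 291 and 224 CPM and Icam1 at 65.0 and 95.5. None of these genes passed the test between SG and Sham.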

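In cDC of Sham + DR, the cDC1 markers Clec9a (456 CPM, against 353 in Sham, log2 0.38, adjusted p = 0.741 from edgeR) and Itgae (188 against 141, log2 0.42, adjusted p = 0.645) did not pass the test, and Cd8a was at 4.96 and 3.82 CPM. In neutrophils of Sham + DR, Cxcr2 was at 244 CPM, Cxcr4 at 1650 ± 876 (SD, n = 3) and Il1b at 12610 ± 4837, and none of them passed against Sham or SG (Il1b against SG: adjusted p = 0.188).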

In line, proportions of myeloid cell subtypes were generated for Sham, Sham + DR and SG groups. Intriguingly, SG led to a lower frequency of LAM and mature neutrophils but a higher frequency of SAM and KC in comparison to Sham and Sham + DR (Fig. 8C). 

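Kupffer-like cells were 38.3 ± 12.7% (SD, n = 3) of myeloid cells in SG, 24.7 ± 13.8% (n = 3) in Sham + DR and 18.4 ± 24.4% (n = 2) in Sham (SG against Sham: log2 1.06, adjusted p = 0.648 from edgeR). Sham 1 and Sham 3 held 35.8 and 35.6% and Sham 2 held 1.15%, and without Sham 2 the log2 difference was 0.10. Mature-neutrophil-like cells were 6.91% in SG, 7.54% in Sham and 13.9 ± 7.58% in Sham + DR, where the libraries ranged from 6.05 to 21.2% (SG against Sham: adjusted p = 0.848). Classical monocytes were 3.56% in SG, 5.28% in Sham + DR and 10.3 ± 5.89% in Sham (log2 -1.53 for SG, adjusted p = 0.108). In the same order, nonclassical monocytes were 17.5, 25.7 and 36.2%, cDC1 11.3, 13.6 and 12.2%, and naive-neutrophil-like cells 3.23, 1.53 and 0.795%. No sub-cluster reached the 3 markers needed to be named LAM or cDC2, with at most 2 of either, and an unnamed sub-cluster of 1746 cells was closest to cDC2. This does not show that such cells were absent, since the naming rule can miss them. The paper's lower frequency of LAM in SG was therefore not tested. In all, 13.5 to 15.1% of myeloid cells stayed unnamed. Different sub-clusters of nonclassical monocytes held most of them in Sham + DR and in Sham 2. None of the differences in these shares passed the test. The denominator was all cells of the macrophage, monocyte, conventional DC and neutrophil clusters and of 2 unnamed clusters, without pDC, and names were rebuilt from markers.

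**Figure D3:**
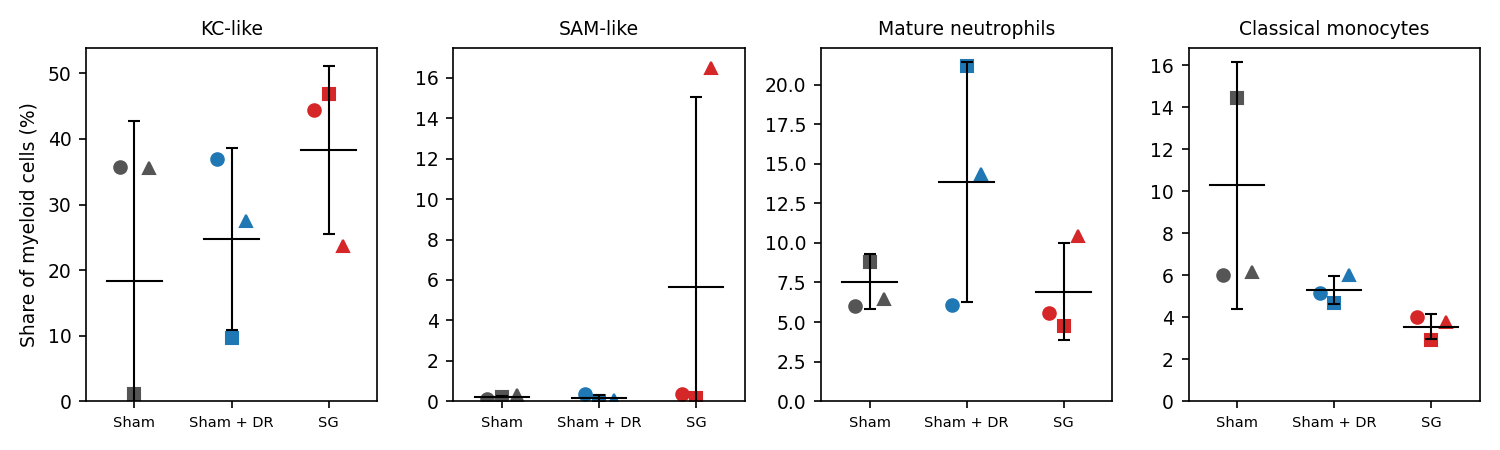
Share of all myeloid cells (%, vertical axis) held by each myeloid subtype in Sham (grey), Sham + DR (blue) and SG (red); circles, squares and triangles are replicates 1, 2 and 3, lines are means and bars SDs, with Sham 1 and Sham 3 counted as 1 sample. SAM-like cells reach 16.5% in SG 3 and lie at 0.338% or less in SG 1 and SG 2, and Kupffer-like cells are at 1.15% in Sham 2.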

Taken together, SG and DR enhanced lipid metabolism in the liver, while SG promoted myeloid cell accumulation in the liver, facilitating metabolic improvement and liver repair processes. Nonetheless, SG may fuel fibrosis via enhanced SAM population in the liver.

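SAM-like cells, a sub-cluster led by Gpnmb, Spp1 and Trem2, numbered 387, of which 351 came from 1 rat, SG 3. They made up 0.338, 0.158 and 16.5% of the myeloid cells in SG 1 to 3, 0.222% in Sham and 0.141% in Sham + DR. The log2 difference between SG and Sham was 4.63 (SE 2.23, adjusted p = 0.196 from edgeR) with SG 3 and 0.16 without it.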

### SG facilitates liver repair processes in steatotic livers

The strong accumulation of macrophages in SG-treated livers, in conjunction with the weight development and metabolic improvement, suggested the induction of myeloid cell-driven hepatic repair processes 23. To further assess the cellular phenotypic alterations in the liver, a list of markers was explored (for hepatocytes: *Pcna*, *Ppara*, *Cyp2e1*, *Cyp7a1* and *Afp*; for cholangiocytes: *Pcna*, *Sox9*, *Slc4a2*, *Hnf4a* and *Hnf1b*; for HSCs: *Pdgfrb*, *Tgfb1*, *Col1a1*, *Acta2* and *Vim*) (Fig. 9A). The expression of *Pcna*, *Ppara*, *Cyp2e1* and *Cyp7a1* in hepatocytes, the expression of *Pcna* and *Hnf1b* in cholangiocytes significantly upregulated by SG (*vs.* Sham). In contrast, the expression of *Pcna* in hepatocytes and cholangiocytes in Sham + DR, and the expression of *Pdgfrb* in HSCs in Sham + DR and SG were downregulated (*vs.* Sham) (Fig. 8A). 

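In SG hepatocytes Ppara was at 1070 ± 462 CPM (SD, n = 3), against 545 ± 10.0 (n = 2) in Sham (log2 0.96, SE 0.403, adjusted p = 0.826 from edgeR), and Cyp2e1 at 5428 ± 1368 against 2618 ± 852 (log2 1.03, SE 0.483, adjusted p = 0.905). Pcna, a clamp of the replication fork that marks cycling cells, was at 47.7 ± 8.79 and 51.5 ± 34.1 CPM (log2 -0.13, SE 0.460, adjusted p = 1.00), and the fetal gene Afp at 13.1 ± 5.75 and 12.3 ± 0.505. In cholangiocytes Pcna was at 363 ± 42.5 CPM in SG and 308 ± 3.16 in Sham (log2 0.25, SE 0.212, adjusted p = 0.97), and Hnf4a at 69.1 and 59.1. None of these genes was called by edgeR.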

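Pcna was at 47.5 ± 17.4 CPM (SD, n = 3) in hepatocytes of Sham + DR (log2 -0.11 against Sham, adjusted p = 0.963 from edgeR) and at 274 ± 47.3 in cholangiocytes (log2 -0.15, SE 0.209, adjusted p = 0.926). Pdgfrb, a growth factor receptor of HSCs, was at 246 ± 32.0 CPM in Sham + DR, 222 ± 81.4 (n = 2) in Sham and 224 ± 66.7 (n = 3) in SG (log2 against Sham 0.25, SE 0.446, and -0.05, SE 0.430, adjusted p = 0.994 and 1.00). These values rest on 55, 123 and 106 UMIs. None of the differences passed the test.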

Besides, cell differentiation was assessed and depicted using a cell trajectory analysis model (Fig. 8B). Cell trajectory of hepatocytes implied higher expression of *Pcna*, *Cyp2e1* and *Ppara* in Sham + DR and SG groups than the Sham group, while the expression distinctly varied with the cell trajectory (Fig. 9B, Fig. S8). 

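Relative to Sham, hepatocytes of Sham + DR held 823 ± 85.1 CPM of Ppara (SD, n = 3, log2 0.62 from edgeR) and 4319 ± 498 of Cyp2e1 (log2 0.73, adjusted p = 0.652), which did not pass the test. Pseudotime was not computed here. The hepatocytes formed 12 sub-clusters that differed between rats as well as between groups. Sub-cluster 1 (2927 cells, mostly Sham + DR) was led by Hba-a2 and Igfbp1, 3 (3359 cells, mostly SG 1) by Cyp4a1 and Cyp7a1, and 6 (2475 cells, mostly Sham 2) by Upp2 and Cyp7a1.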

Cholangiocytes were classified into three groups. 

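In cholangiocytes, Slc4a2, a chloride-bicarbonate exchanger of bile ducts, was at 33.1 ± 5.61 CPM (SD, n = 2) in Sham, 16.5 ± 10.5 (n = 3) in SG and 40.8 ± 6.17 (n = 3) in Sham + DR, on 88, 47 and 147 UMIs (SG against Sham + DR: log2 -1.14, SE 0.341, adjusted p = 0.227 from edgeR). Sox9, a transcription factor of biliary and progenitor cells, was at 590 ± 19.9, 471 ± 110 and 481 ± 61.9 CPM (log2 against Sham -0.30 for SG, adjusted p = 0.955, and -0.28 for Sham + DR, adjusted p = 0.861). The log2 difference in Pcna between SG and Sham + DR cholangiocytes was 0.40 (adjusted p = 0.532). None passed the test.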

Cholangiocytes from Sham and SG groups were more associated with the expression of *Pcna* and *Slc4a2* but not with the expression of *Sox9* (Fig. 9B, Fig. S8). Furthermore, HSCs of Sham + DR groups were shown in relatively inactivated clusters associated with low *Pdgfrb* expression (Fig. 9B), but not associated with the expression of *Tgfb1* and *Col1a1* (Fig. S8). In addition, IHC analyses revealed the occurrence of ductular reaction by immunostaining of CK7, and interleukin (IL)-17A^+^ cells, typically associated with liver fibrosis 24, 25. 

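In HSCs Col1a1, the main collagen of scar tissue, was at 1282 ± 2061 CPM (SD, n = 3) in Sham + DR, 321 ± 84.8 (n = 2) in Sham and 129 ± 62.9 (n = 3) in SG (log2 2.16 for Sham + DR against Sham, SE 1.43, adjusted p = 0.993 from edgeR). Sham + DR 1 to 3 held 3501, 0 and 182 CPM, and without Sham + DR 1 the log2 difference was -1.79 from Sham and 0.34 between SG and Sham + DR. Vim was at 763 ± 862, 553 ± 102 and 669 ± 175 CPM. Tgfb1, on 11, 18 and 19 UMIs, and Acta2, a marker of activated HSCs, on 4, 6 and 8 UMIs, were under the filter on low counts and were not tested. The class holds a cluster led by Robo2, Hgf and Colec10 (733 cells) and one led by Dcn, Col1a1, Col3a1 and Lum, genes of fibroblasts (105 cells). The latter made up 12 of the 43 cells of Sham + DR 1, and Col1a1 was not split by cluster. HSCs were 0.768 to 1.40% of cells, so that their sums were small.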

The presence of CK7^+^ cells was significantly increased by steatosis induction, while it was alleviated by Sham + DR (*vs.* Sham) (Fig. 9C and D). Simultaneously, the presence of IL-17A^+^ cells was significantly increased by HFD but not in the Sham + DR and SG (*vs.* Sham) (Fig. 9C and D). Hence, our data indicated that Sham + DR and SG can attenuate the induction of fibrogenic immune response, while Sham + DR repressed ductular reaction. Taken together, SG and especially DR tend to reduce the involvement of portal area injury (particularly ductular reaction and fibrogenesis). 

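Of 23 measured genes of cell proliferation, 8 were higher in hepatocytes of Sham + DR than in Sham (median log2 -0.25, adjusted p = 0.708 from limma's camera), 8 in SG than in Sham (median log2 -0.09, adjusted p = 0.267) and 9 in SG than in Sham + DR (median log2 -0.07, adjusted p = 0.62). None was called by edgeR. Adjusted over the list alone, 1 was lower in SG than in Sham, namely Ccnd1, cyclin D1, at 6.20 and 30.2 CPM (log2 -2.30, adjusted p = 0.102 over all genes, DESeq2 0.000736).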

Notably, DR appears to compromise regenerative capacities in hepatocytes, which requires further investigation.

### DR affects zonation characteristics of periportal hepatocytes

Given the remarkable cell trajectory with variable expression of phenotypic markers, differential characteristic alterations in hepatocyte subtypes were hypothesized. Hence, hepatocytes were further dissected into subpopulations based on the sc/sn RNA-seq dataset (Fig. 10A). 

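The hepatocytes of this re-analysis formed 12 sub-clusters of 131 to 3359 cells, and most came from a few rats of 1 group. Sub-clusters 0 (3278 cells) and 5 (1180) came mostly from Sham 1 and Sham 3, 7 (2780) from SG 2 and SG 3, and 10 (1805) from Sham + DR 2 and 3. In sub-cluster 10 a median of 14.7% of UMIs were mitochondrial. Immune genes such as Tyrobp led sub-cluster 2 (939 cells) when it was compared with other hepatocytes. Sub-cluster numbers are not those of Fig. 10A.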

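Of the 12 sub-clusters, 4 had higher mean scores for 103 genes of oxidative phosphorylation, the TCA cycle and glycolysis than for 61 genes of fatty acid, sphingolipid and glycerophospholipid synthesis, and were called Met1-like. Sub-cluster 4 (1143 cells, led by Fabp1, Dbi and Ca3) had an energy score of 1.26 and a lipid synthesis score of -0.84, 8 (675 cells) of 0.41 and -0.52, 9 (1414 cells, led by Gnmt and Ttc36) of 1.15 and -0.82, and 11 (131 cells, led by Apoa2 and Igfbp2) of 0.46 and -0.56, as SDs from the mean over sub-clusters, averaged over genes. The other 8 had energy scores from -0.77 to 0.16 and lipid synthesis scores from -0.03 to 0.59. For ribosomal protein genes the Met1-like sub-clusters scored 0.51 to 1.64, sub-cluster 2, not Met1-like, 1.21 and the other 7 -1.35 to -0.28. For the 3 measured transcripts known to be held in the nucleus, Abcc2, Nlrp6 and Gpam, the Met1-like sub-clusters scored -1.27 to -1.16 and the others -0.20 to 1.17. Gpam is also a gene of lipid synthesis, so this score may follow in part from the definition of Met1-like.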

Metabolism-related function enrichment analysis revealed two distinct groups: metabolism one group (Met1, including cluster 6, 7 and 10) enriched metabolism processes of glycolysis, lipids and drugs, while metabolism two group (Met2, including clusters 1, 2, 3, 4, 5, 8 and 9) enriched fatty acid biosynthesis (Fig. 10B).

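Glul, glutamine synthetase of the cells next to the central vein, was at 165 ± 85.1 CPM (SD, n = 3) in hepatocytes of SG, 90.6 ± 19.9 (n = 3) in Sham + DR and 68.2 ± 28.9 (n = 2) in Sham (SG against Sham: log2 1.26, SE 0.442, adjusted p = 0.6 from edgeR). The other genes measured, in the order Sham + DR, Sham and SG, were Ctnnb1, β-catenin, at 8.39, 9.33 and 8.21 CPM, and the Wnt co-receptors Lrp5 at 43.6, 42.6 and 61.3 and Lrp6 at 167, 215 and 174. Myc was at 65.7, 55.3 and 26.9, and Cyp2f4 at 44.4, 62.9 and 51.8. Albumin (Alb) was at 22000 ± 11720, 17920 ± 12990 and 11330 ± 3213 CPM, and none of these genes was called between groups. Ccne1, on 10, 50 and 5 UMIs, was under the filter on low counts and was not tested. Of 19 genes of periportal hepatocytes, 7 were higher in Sham + DR than in Sham (median log2 -0.19, adjusted p = 0.658 from limma's camera) and 9 in SG (median log2 -0.03, adjusted p = 0.942). Of 19 pericentral genes, the numbers were 9 (median log2 0.10, adjusted p = 0.496) and 12 (median log2 0.28, adjusted p = 0.0818, 0.00992 with Sham 1 and Sham 3 kept apart). Without Met1-like cells the pericentral list in SG had an adjusted p of 0.0351 against Sham, and 0.721 with an estimated correlation. Adjusted over the list alone, 1 pericentral gene was higher in each comparison and 0 periportal genes changed. Between SG and Sham + DR the medians were 0.25 and 0.20 (adjusted p = 0.572 and 0.62), and adjusted over the list alone Agt and Pigr of the periportal list were lower. Across the sub-clusters, the mean periportal score was -0.41, -0.18, 0.06 and 0.10 in Met1-like sub-clusters 4, 8, 9 and 11 and ran from -0.74 to 0.53 in the others, and the pericentral score was -0.39, 0.19, -0.31 and 0.39 and ran from -1.03 to 0.66.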

Interestingly, illustrations of the gene expression (pericentral hepatocyte markers: *Ctnnb1*, *Ccne1*, *Lrp5*, *Lrp6*, *Myc* and *Glul*; periportal hepatocyte markers: *Cyp2f2* and *Alb*) further identified that the Met1 group harbors more periportal hepatocytes, while the Met2 group harbors more pericentral hepatocytes (Fig. 10C and D). Furthermore, cell trajectory analysis indicated the explicit differentiation status of these two metabolism groups, which supports the zonal classification (Fig. 10E). In comparison to periportal (Met1) hepatocytes, pericentral (Met2) hepatocytes illustrated higher numbers and strength of interactions with immune cells, while myeloid cells, T lymphocytes and NK cells exerted particularly high involvement in cellular interactions (Fig. S9A and B). 

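Met1-like hepatocytes made up 19.8 ± 1.13% (SD, n = 2) of hepatocytes in Sham, 0.329 ± 0.230% (n = 3) in Sham + DR and 19.4 ± 13.7% (n = 3) in SG. Their share fell by 5.82 on the log2 scale from Sham to Sham + DR (SE 0.895, adjusted p = 0.0013 from edgeR), and it was 5.79 higher in SG than in Sham + DR (SE 0.870, adjusted p = 0.00115). SG and Sham did not differ (log2 -0.03, adjusted p = 0.971). The libraries held 19.0, 20.6 and 19.0% in Sham 1 to 3, 6.10, 33.5 and 18.6% in SG 1 to 3, and 0.079, 0.533 and 0.375% in Sham + DR 1 to 3, where they numbered 1, 10 and 7 cells. When the hepatocytes were clustered anew without 128 mitochondrial, ribosomal and changed genes, the shares were 16.0, 0.258 and 20.4% in Sham, Sham + DR and SG. At 0.5 and 2 times the clustering resolution the share in Sham + DR was 5.02 and 5.27%, against 27.1 and 27.7% in Sham. The denominator was all hepatocytes of a library, and the class was rebuilt from scores. From the near absence of this class in Sham + DR, the paper proposes that DR reshapes the phenotype of hepatocytes.

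**Figure D4:**
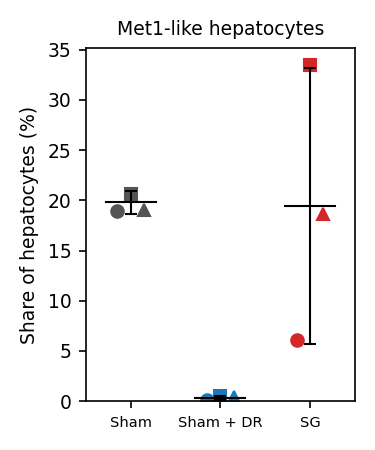
Met1-like share of hepatocytes (%, vertical axis) per library in Sham (grey), Sham + DR (blue) and SG (red); circles, squares and triangles are replicates 1, 2 and 3, lines are means and bars SDs, with Sham 1 and Sham 3 counted as 1 sample. The Sham + DR libraries lie at 0.533% or less, and the SG libraries range from 6.10 to 33.5%.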

Particularly, periportal phenotypes accounted for 15 - 20% of total hepatocytes in both Sham and SG groups but were almost absent (0.4%) in the Sham + DR group, indicating a phenotypic reshaping of hepatocytes induced by DR (Fig. 10F). In addition, metabolism markers [cytochrome (CYP)2E1 and CYP7A1] and cell proliferation (Ki67) were investigated in situ (Fig. 10G). Strikingly, proliferative cells (Ki67^+^) were more present in the liver tissues of the SG group than in other groups, indicating a strong potential for liver regeneration led by SG (Fig. 10G). CYP2E1 and CYP7A1 were determined to be more enriched surrounding central veins in Ctrl, Sham and SG groups, but to be homogeneously distributed in Sham + DR groups (Fig. 10G and H). In addition, the spatial distribution of fatty acid, BA and sphingolipid metabolites appeared to be enriched around periportal areas in Sham and SG groups but rather widely spread in Sham + DR groups (Fig. 10I). Taken together, DR deprives hepatocyte zonation features potentially by reshaping periportal hepatocyte characteristics, which may compromise the capacities of metabolism and regeneration in steatotic livers in comparison to SG.

## Discussion

In this study, we employed multiomics methods to unravel relevant alterations of obesity-related parameters and liver steatosis following SG and DR in both patient cohorts and rat models. Specifically, sc/sn RNA-seq data unveiled an augmentation of lipid metabolism in both hepatocytes and immune cells, with a notable increase in myeloid cells following SG. This data was supported by spatially-resolved metabolomics analysis that revealed the strengthened metabolic capacities of liver cells induced by SG and DR. Notably, SG elicited elevated lipid metabolic capacities in regions exhibiting intense myeloid cell infiltration, underscoring the intricate interplay between metabolic and immune responses in the liver microenvironment. PPAR-α emerged as a prominent candidate mediating the observed metabolic enhancements induced by both SG and DR. Additionally, the increased serological levels of bile acids and gut-derived FGF-19, together with hepatic butanoate metabolism underscored the putative pivotal roles of the gut-liver axis in modulating liver metabolism post-SG.

To date, only a few studies have employed the bulk transcriptomic analysis of patients' liver samples post-BS to identify alterations of inflammation and lipid metabolism, yet those studies suggested potential therapeutic approaches for MASLD 26. Essentially, PPARα was elucidated as a key nuclear receptor responsible for weight-loss-induced MASLD amelioration 27, 28. Consequently, PPAR agonism has been regarded as a promising approach to tackling MASLD 29, 30. Robust preclinical data have determined the potential of targeting PPARα to improve lipid metabolism, inflammation, and fibrosis in MASLD 31, 32. In line, our previous study has proved that lanifibranor (a pan-PPAR agonist) significantly improves liver steatosis and fibrosis in mice and in an in-vitro liver-on-a-chip model of MASLD 33. However, numerous PPAR dual/pan agonists have failed to reach clinical practices, because they could not satisfy clinical endpoints (amelioration of e.g., liver injury, fibrosis, steatosis) 34. In addition, SG effectively enhanced the PPARα level and metabolic pathways broadly on hepatic parenchymal and immune cells, to a higher degree than DR. It has been demonstrated that PPARα activation in the liver can ameliorate the accumulation of circulating monocytes upon DR intervention 35. In addition, cell types were predicted from hematoxylin-eosin-stained rat liver sections using an AI-assisted digital method, regarded as an advanced tool for MASLD diagnosis 19, 36. Intriguingly, in rat MASLD models, SG can strengthen the macrophage pool despite a broad PPARα activation in the liver. Further characterization of the macrophage population indicates that SG endows the anti-inflammatory and repair-associated potential of macrophages rather than their detrimental pro-inflammatory roles in the liver.

It has been reported that lipid metabolism is critical in immune response during steatotic liver diseases 37-39. Accordingly, our study outlined plausible direct links between metabolism restoration and myeloid cell infiltration in post-SG steatotic rat livers. The diverse and contradictory roles of liver macrophages make them able to promote liver homeostasis, disease progression and remission depending on a plethora of possible phenotypic activation profiles 30, 40-42. Liver macrophages can mediate hepatic lipid metabolism during steatotic stress 43, 44, while lipid metabolism is closely associated with phenotypic alterations in macrophages 45, 46. Thus, the liver macrophage compartment remains an intriguing target for MASLD therapies 47-49. Moreover, the functions of liver macrophages vary distinctly by spatial distribution 50. In this study, we revealed that upon SG, the liver regions with high myeloid cell infiltration exert strong lipid metabolism capacity (e.g., autophagy and choline metabolism), while the causes are poorly understood. As reported, autophagy and choline metabolism play crucial roles in mediating myeloid cell (especially macrophage) phenotypes. For instance, lipid autophagy (term 'lipophagy') can potentiate their activation towards macrophage foam cells and a lipid-associated macrophage phenotype 51. Contrastingly, choline uptake and metabolism modulate macrophage inflammasome processes and promote a pro-inflammatory phenotype 52. Therefore, we hypothesize that SG-stimulated liver myeloid cells could better sense and assist metabolic stress in the liver, thereby leading to their heterogeneous distribution in the liver.

The hepatic metabolic and regenerative functions vary by hepatocyte zonation (periportal and pericentral), leading to diverse responses to injuries and therapies 53, 54. Emerging studies demonstrated that absent metabolic function in the periportal zone provokes cholestasis and ductular reaction 55, 56. On the other hand, compromised hepatic periportal characteristics may be attributed to dysregulated WNT signaling and cell regeneration 55, 57. Nowadays, the advances in spatially resolved multiomics approaches (e.g., sc/sn RNA-seq, spatial metabolomics, and spatial proteomics) provide both broader views and deeper understandings of heterogenic pathomechanisms of liver diseases 53, 58, 59. Our study elucidated that hepatic periportal characteristics were dramatically subsided by DR but preserved by SG. Since DR is rarely associated with adverse events in the liver, we hypothesized that periportal hepatocytes might acquire 'pericentral' features to aid hepatic metabolism. Previous studies have shown that fasting can influence hepatocyte zonation features, potentially by altering endoplasmic reticulum (ER)-mitochondria function in pericentral and mild-lobular hepatocytes 55, 60. However, a causative link between liver zonation and dietary intake or surgical interventions remains unknown. Likely, enhanced immunometabolism levels may interpret the preservation of zonal features upon the SG intervention. Furthermore, both DR and SG appeared to ameliorate stress in the liver portal area, illustrating less presence of ductular cells and fibrosis-promoters. In addition, our data indicated that the regenerative potentials of hepatocytes were enhanced by SG but not DR, which strengthened the findings from the latest study 18.

As observed in multiple clinical studies, FGF19 levels were increased in patients' circulation post-BS, thereby implying a potential regulatory mechanism of BS 61. Intriguingly, we also spotted that female patients tended to gain a higher FGF-19 increase than male patients post-SG. However, it has to be verified based on future studies with larger cohorts. Noteworthy, our study determined improved capacities of BA secretion and butanoate metabolism, as well as elevated FGF19 levels in serum upon the SG, suggesting that SG influences liver metabolism by regulating the gut-liver axis. The current understanding of MASLD pathogenesis is deficient in regard to insights into gut-liver crosstalk. This encompasses a number of key areas, including hepatic cell metabolism, inflammation, fibrogenesis, and complex cellular interactions, which play pivotal roles in MASLD progression 23, 30, 62. Increasing evidence indicates critical roles that BS may play in regulating the gut-liver axis, including GM, and BA metabolism 63. As suggested by recent studies, post-BS changes in the GM and BA circulation, as well as a decrease in the portal influx of free fatty acids, are beneficial to steatotic livers and obesity 64-66. Furthermore, BS can drastically repopulate GM and reverse the primary/secondary BA ratio in the intraluminal ileal, inducing improvement in metabolic syndrome in patients with MASLD 67. On the other hand, the butanoate production by GM was reported to be associated with bile acids and to mediate liver metabolism 68. Notably, butanoate/butyrate production can be enhanced after bariatric surgery 69, while favorable effects of butyrate have been proved on MASLD, including attenuating hepatic steatosis and inflammation while enhancing insulin sensitivity 70. Given the limited amount of literature focusing on the connection between PPAR-α, FGF-19, and butanoate metabolism, it is suggested that butyrate can upregulate PPAR-α in hepatocytes, thereby alleviating HFD-induced MASLD in rats through the activation of β-oxidation and inflammation suppression 71. Our study not only supports the fundamental roles of the gut-liver axis and gut-derived signals in protecting against liver steatosis, but also reveals disease ameliorations led by BS in contrast to simple DR.

Nonetheless, the limitations inherent in the current study should be acknowledged. The exclusion of patients with MASLD and obesity who solely underwent DR stemmed from challenges associated with dietary normalization to SG and inherent biases in dietary quantification. Furthermore, the sample size utilized for spatial metabolomics analysis was relatively modest, potentially constraining the generalizability of the findings. In addition, the *in vitro* modeling of BS remains challenging, while it is promising to employ multicellular systems (e.g., liver-on-a-chip 72) to break down mechanisms of immunometabolism in MASLD. Despite these limitations, this study highlights a prominent enhancement in liver immunometabolism upon SG. Notably, multi-omics approaches offer a comprehensive exploration of the cellular and metabolic landscape within steatotic livers, marking a pioneering endeavor in this domain. Beyond traditional analyses, the incorporation of sc/sn RNA transcriptome and spatially resolved metabolite distribution analyses provides unprecedented insights into the immunometabolism dynamics of MASLD post-DR and -SG.

## Materials and Methods

### Human cohort

The clinical retrospective study was conducted on 18 patients who received SG in The Third Affiliated Hospital of Nanjing Medical University/Changzhou Second People's Hospital (from January 2023 to July 2023). This cohort comprised n = 8 male (44.4%) and n = 10 female (55.6%) individuals at a median age of 34 years (range: 29 - 40). We included patients that fulfilled the following criteria: 1) BMI > 32.5 kg/m^2^; 2) Age: 16 - 65; 3) clinically diagnosed with MASLD (based on cardiometabolic risk factors and presence of steatosis on liver imaging; 4) diagnosed with type 2 diabetes or sleep apnea syndrome; 5) without a history of other hepatic or genetic illness; 6) received sleeve gastrectomy, without postoperative complications. Clinical indexes (e.g., BMI, serological indexes) were evaluated on the day before SG and 6 months post-surgery. This clinical retrospective study was approved by the ethics committee of The Third Affiliated Hospital of Nanjing Medical University/Changzhou Second People's Hospital (ID: [2023]KY124-01).

### Animal models and surgical interventions

Male wild-type SPRAGUE DAWLEY® rats aged 8 weeks were obtained from Laboratory Animal Co., Ltd. (Changzhou, China). Rats were bred under specific-pathogen-free conditions and fed with HFD (D12492, Research Diets, Inc., USA) for 12 weeks. Five rats received sham surgery followed by uncontrolled HFD, 9 rats received sleeve gastrectomy followed by uncontrolled HFD, and 8 rats received sham surgery followed by restricted HFD feeding (comparable to dietary intake of post-SG rats) for 8 weeks. Procedures of sleeve gastrectomy were illustrated in supplementary data (Supplementary methods and Fig. S1) and were based on our previous research 73. Five healthy control rats were set with normal diet feeding but without any specific interventions. All these procedures were performed and supported by Kerbio Co., Ltd., Changzhou, China. Animal experiments were approved by the Institutional Animal Care and Use Committee (ID: IACUC23-0068).

### Serological tests

Patients' blood samples were acquired from the median cubital vein. Rat blood samples were harvested through rat hearts immediately after rats were sacrificed. Serum was harvested using centrifugation (450×g, 10 min), and stored at -80℃. Circulating markers including AST, ALT, PPG, γ-GT, TG, cholesterol (CHO), HDL-C, LDL-C, alkaline phosphatase (ALP) and TBA were measured using Indiko analyzer (ThermoFisher, USA). Cytokines including IL-6, IL-10, FGF-19, FGF-21 and transferrin (TRF) were measured using ELISA kits and a microplate reader (Rayto, China). All measurements were conducted following the manufacturer's instructions. Antibodies that were used in this study are listed in Table S1.

### Immunohistochemistry and histological exploration

Liver tissues were harvested immediately after rats were sacrificed. Tissues were fixed in 10%-formalin for 24 hours, followed by paraffin embedding. Sections of 5 µm thickness were obtained using a HistoCore BIOCUT microtome (Leica, Germany). Hematoxylin and eosin (HE) staining were performed using standard procedures. Extracellular collagen area was indicated using the Picro Sirius Red Stain Kit (Abcam, UK). The IHC method was employed using the kits purchased from Beyotime Biotechnology, China. Antigen retrieval was conducted using a heat-induced epitope retrieval method within a citrate buffer. Primary antibodies against the target proteins were applied, followed by appropriate secondary antibodies. Diaminobenzidine (DAB) was used for chromogenic detection, and counterstaining was performed with hematoxylin. Slides were examined under a microscope to evaluate protein localization and expression levels. In situ staining was observed under a light microscope (Olympus, Japan). Antibodies used in this study are listed in Table S1. For the quantitation of cell nucleus and protein levels, FIJI software was utilized 74. In particular, relative staining densities of proteins per µm2 were assessed and compared between peri-central and -portal regions in each tissue slide.

### Single-cell and single-nuclei sequencing and analysis

Single cells and cell nuclei were isolated and extracted from freshly collected rat liver samples using the dissection kit purchased from OE Biotech Co., Ltd., Shanghai, China. The libraries were acquired following the manufacturer's protocol and then sequenced using the MobiNova platform (Shanghai, China). The integration of sc/sn-RNA sequencing data was operated following the common protocol with eliminating batch effects 75. Cell Ranger was used to filter the data, while the downstream analyses were conducted using Seurat (V5.0.1) 76, CellChat (1.6.0) 77, and Monocle2 78 software packages for R. Cell clusters were annotated based on the expression of representative cell makers and verified using the Enrichr database 79. Function enrichment was performed based on Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. All the technical procedures including sampling, quality control, library build-up and sequencing analysis were supported by the genome platform of OE Biotech Co., Ltd., Shanghai, China.

### Spatial metabolomics analysis

Liver samples were freshly acquired from rats and then frozen at -80℃ immediately after optimal cutting temperature (OCT) embedding. Embedded tissue samples were sliced into 5 µm using a cryo-microtome CM 1950 (Leica, Germany). In-situ profiles of total metabolites were detected with positive and negative ion binding approaches using the MSI metabolomics method 80. Tissue regions were annotated after H&E staining. Metabolite enrichment was assessed based on the KEGG database. All the technical procedures including sample preparation, quality control, detection and analysis were supported by the metabolomics platform of Luming Biotechnology Co., Ltd. Shanghai, China.

### AI-guided imaging analysis

The AI-guided imaging analysis performed herein is based on a previously published approach 81-83. H&E-stained rat liver sections were scanned using a light microscope (Olympus, Japan). Processing of the whole slide images (WSIs) was operated using QuPath 0.4.4 following a pre-defined protocol 84. Sparse annotations, comprising approximately 15 cells for each of the cell populations, were manually labeled across three WSIs representing different conditions (Sham, Sham + DR and SG). A simple artificial neural network classifier with two hidden layers, consisting of 20 and 10 neurons, respectively, was trained to distinguish between the three classes versus the rest. Example regions without these classes were used as negative examples during training. Subsequently, cell classification and measurements were exported, and for each cell population, 2D hexagonal binning plots of the number of cells were generated in Python (using the matplotlib function 'hexbin') 85. The model was trained for representative cells (at least 15 cells/sample' of hepatocytes, lymphocyte-like cells and myeloid-like cells) based on three liver tissue slides, which were defined with the assistance of pathological expertise. The trained model was applied to the sample cohort of rat liver sections (including 5 Ctrl, 5 Sham, 8 Sham + DR and 8 SG samples). Detailed methodology is described in the Supplementary methods.

### Statistical analysis

The GraphPad Prism 9.0 software (GraphPad Software, USA) and the ggplot2 package (version: 3.4.4) for R were used to generate plots 86. The statistical tests used in this study are indicated in the figure legend for each panel. Data are presented as the mean ± S.D. '*p* < 0.05' was considered a significant difference.

## Supplementary Material

Supplementary methods, figures and tables.

## Figures and Tables

**Figure 1:**
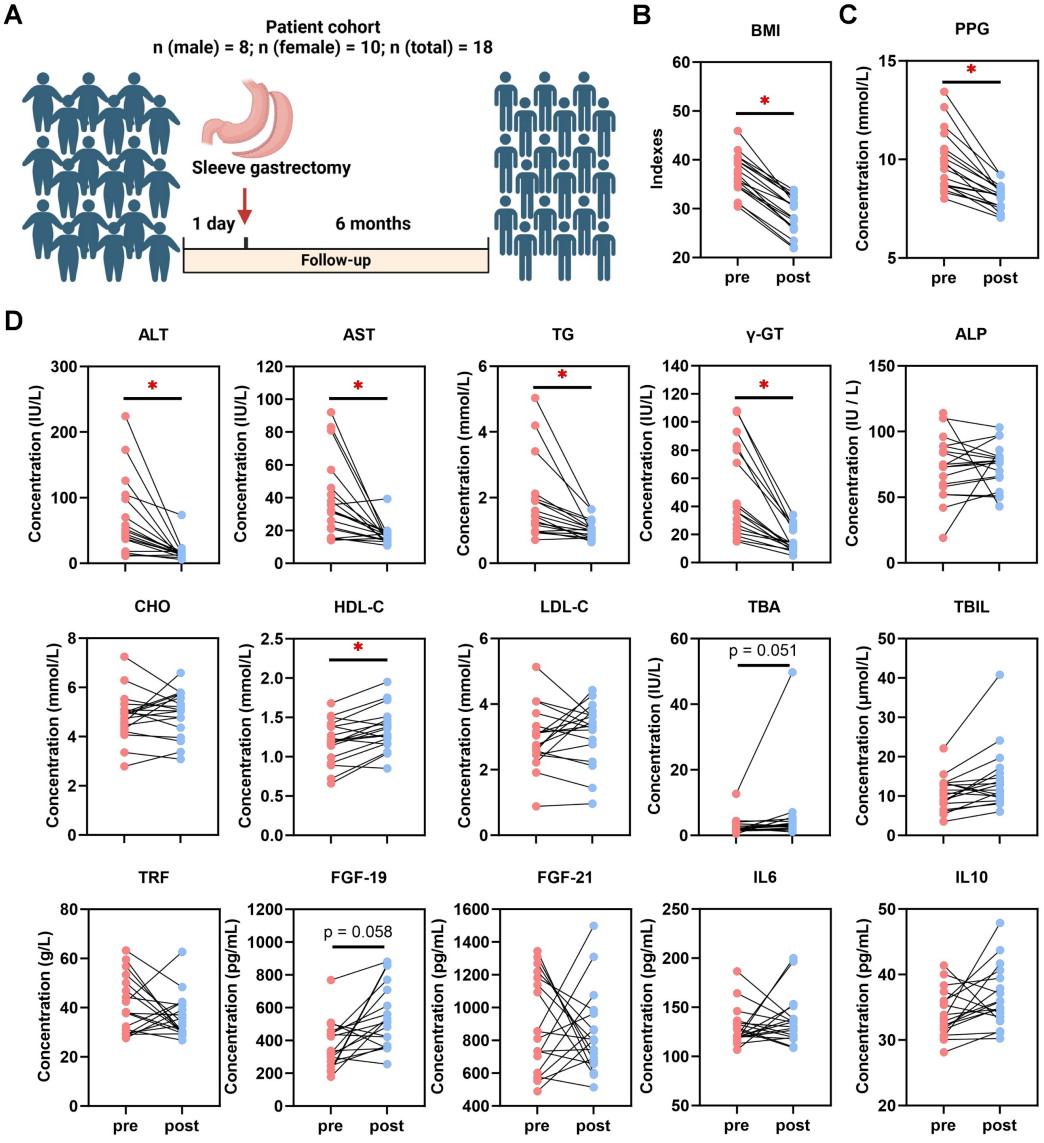
** Sleeve gastrectomy induces weight loss and MASLD amelioration in patients. (A)** Description of the patient cohort receiving SG. Comparisons of **(B)** BMI and **(C)** PPG, together with **(D)** ALT, AST, TG, γ-GT, ALP, CHO, HDL-C, LDL-C, TBA, TBIL, TRF, FGF-19, FGF-21, IL-6 and IL-10 in patients between one day pre-SG and 6 months post-SG. Abbreviations: SG: sleeve gastrectomy; BMI: body mass index; PPG: postprandial blood glucose; AST: aspartate aminotransferase; ALT: alanine aminotransferase; γ-GT: gamma-glutamyltransferase; TG, triglycerides; CHO, cholesterol; HDL-C, high-density lipoprotein cholesterol; LDL-C, low-density lipoprotein cholesterol; TBIL, total bilirubin; ALP, alkaline phosphatase; TBA, total bile acid. TRF: transferrin; IL: interleukin; FGF, fibroblast growth factor. The paired t-test was performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 2:**
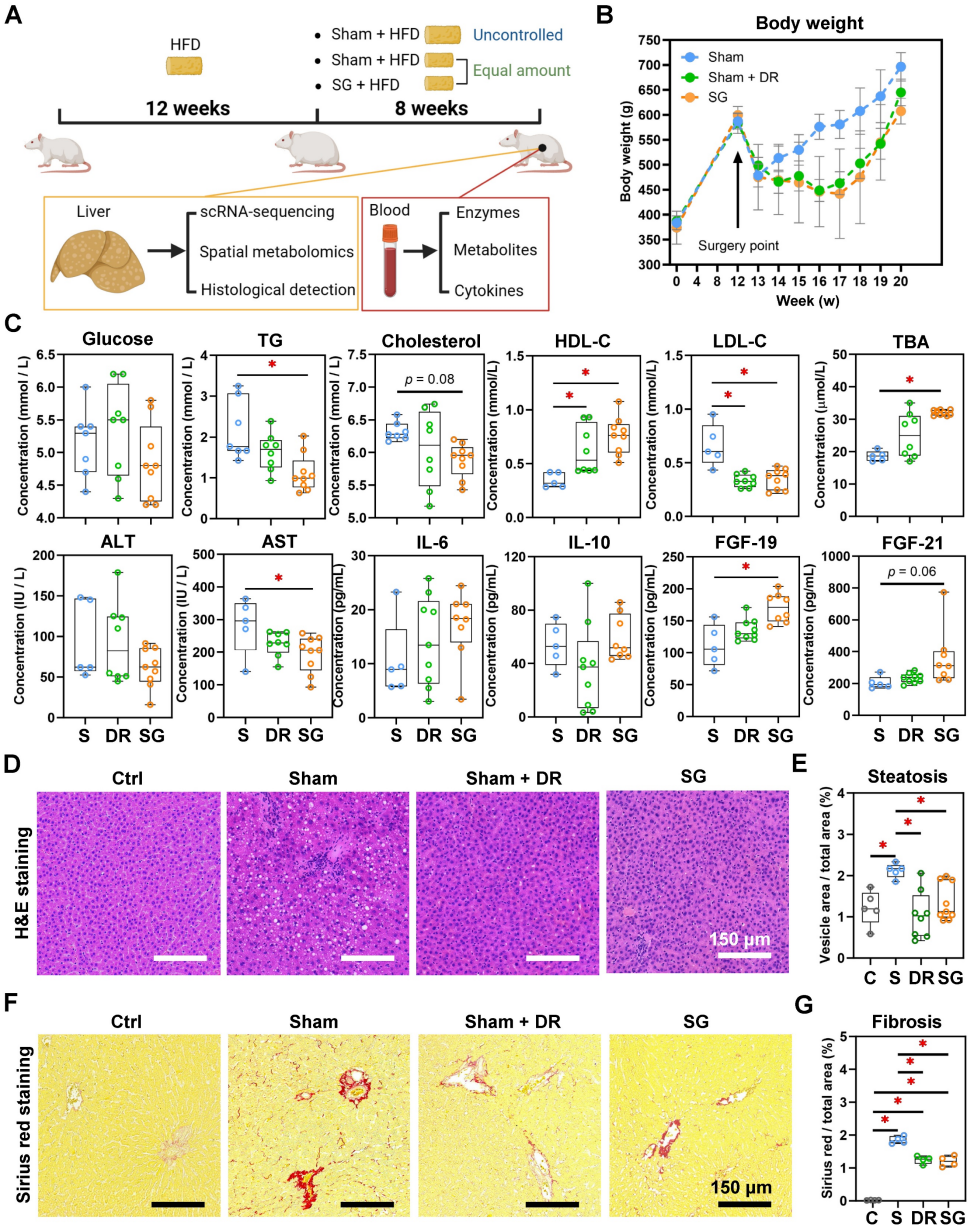
** Sleeve gastrectomy and dietary restriction induce weight loss and MASLD amelioration in rat models. (A)** The technical scheme of the rat MASLD model and surgical interventions. All animals except “Ctrl” were on HFD during this experiment. **(B)** Body weight was recorded for 20 weeks of modeling. **(C)** Serological indexes (glucose, triglycerides, cholesterol, HDL-C, LDL-C, TBA, ALT, AST, ALP, IL-6, IL-10, FGF-19 and FGF-21) were measured. **(D)** H&E-stained rat liver tissue and **(E)** quantification of steatosis (area of hepatocyte lipid vesicles) from Ctrl, Sham, Sham + DR and SG groups. **(F)** Sirius red-stained rat liver tissue and **(G)** quantification of fibrosis from Ctrl, Sham, Sham + DR and SG groups. Abbreviations: Sham/S: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; Ctrl: control fed a normal diet; HDL-C: high-density lipoprotein-cholesterol; LDL-C: low-density lipoprotein-cholesterol; TG: triglycerides; TBA: total bile acids; ALT: alanine transaminase; AST: aspartate aminotransferase; ALP: alkaline phosphatase; IL: interleukin; FGF: fibroblast growth factor. The one-way ANOVA test followed by Tukey's multiple comparisons was performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 3:**
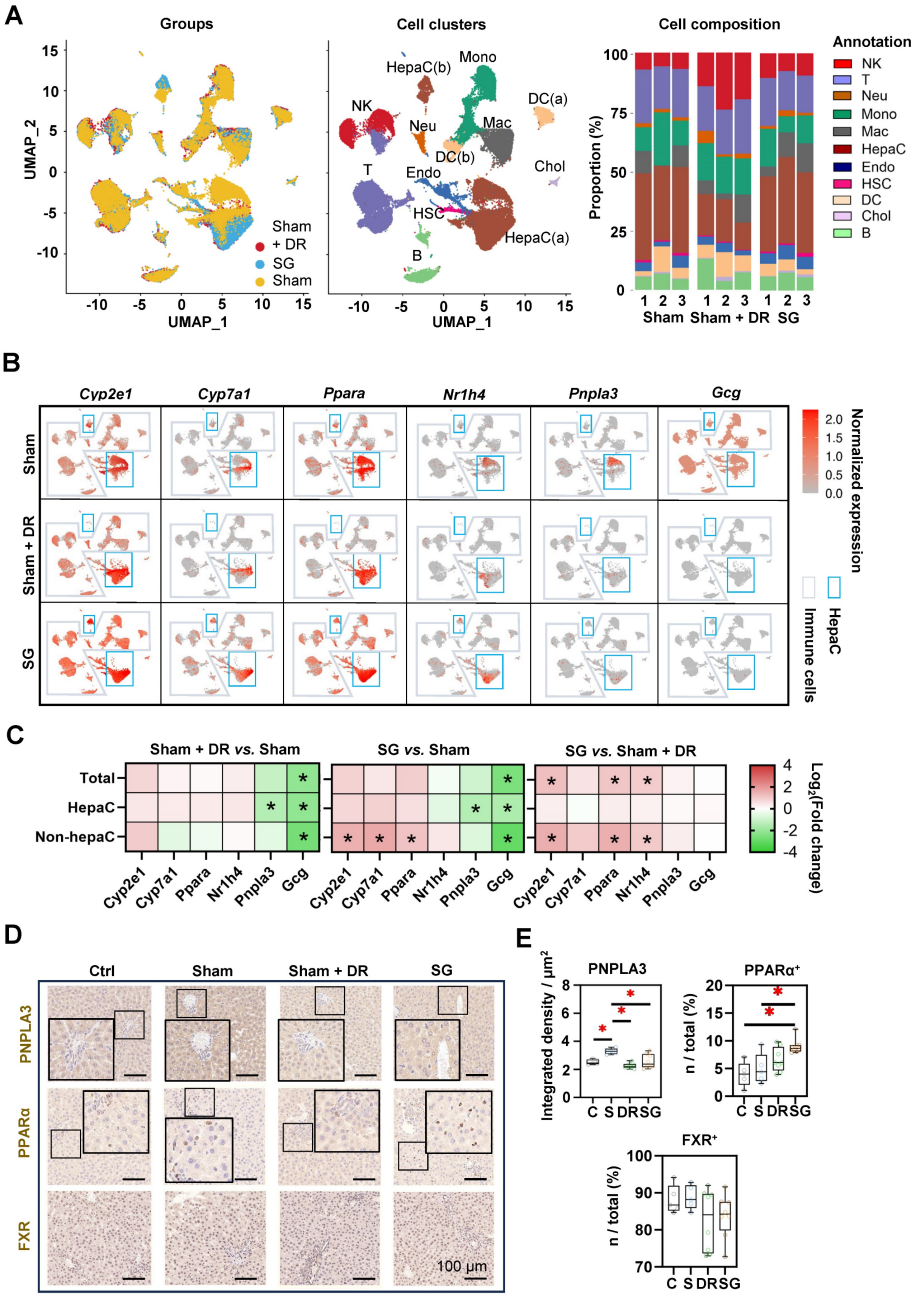
** Sleeve gastrectomy improves hepatic metabolism according to sc/sn-transcriptome analysis and in-situ exploration. (A)** UMAPs describe the distribution of B cells, cholangiocytes, DCs, endothelial cells, hepatic stellate cells, hepatocytes, macrophages, monocytes, neutrophils, T cells and NK cells. Histograms describing cell proportions. **(B)** Gene expressions of *Cyp2e1*, *Cyp7a1*, *Ppara*, *Nr1h4*, *Pnpla3* and *Gcg* were illustrated on rat liver cells upon Sham, Sham + DR and SG. **(C)** Gene expression changes of *Cyp2e1*, *Cyp7a1*, *Ppara*, *Nr1h4*, *Pnpla3* and *Gcg* were illustrated on rat liver cells upon Sham, Sham + DR and SG. Protein levels of PNPLA3, PPARα and FXR were illustrated **(D)** and quantified **(E)** on rat liver tissue of Ctrl, Sham, Sham + DR and SG groups. Abbreviations: Ctrl: control fed a normal diet; Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; PPAR: peroxisome proliferator-activated receptor; PNPLA: patatin-like phospholipase domain-containing protein; FXR: farnesoid X receptor; CK: cytokeratin; IL: interleukin; DC: dendritic cells; NK: natural killer cells; B: B lymphocytes; T: T lymphocytes; Neu: neutrophils; Mac: macrophages; Mono: monocytes; Endo: endothelial cells; HSC: hepatic stellate cells; Chol: cholangiocytes; HepaC: hepatocytes. The one-way ANOVA test followed by Tukey's multiple comparisons was performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 4:**
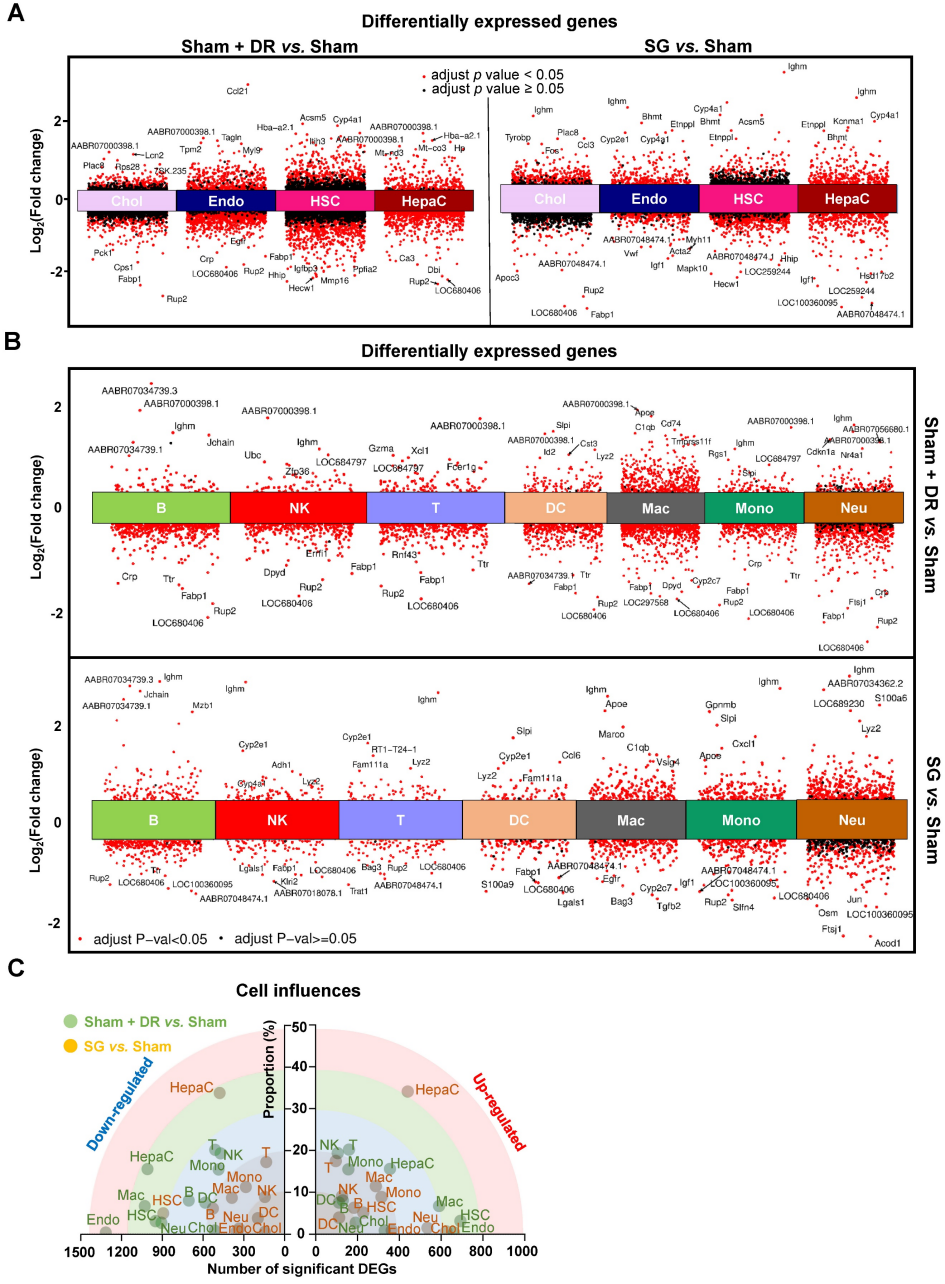
** Sc/sn-transcriptome analysis illustrates differentially expressed genes in diverse liver cells. (A & B)** Differentially expressed genes of hepatocytes, cholangiocytes, endothelial cells, hepatic stellate cells, B, T, NK, DCs, macrophages, monocytes and neutrophils (Sham + DR *vs.* Sham and SG *vs.* Sham) were illustrated in volcano plots. **(C)** Transcriptomic influences of hepatocytes, cholangiocytes, endothelial cells, hepatic stellate cells, B, T, NK, DCs, macrophages, monocytes and neutrophils in the liver were assessed with DEG numbers and cell proportion of total cells Abbreviations: Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; DC: dendritic cells; NK: natural killers; B: B lymphocytes; T: T lymphocytes; Neu: neutrophils; Mac: macrophages; Mono: monocytes; Endo: endothelial cells; HSC: hepatic stellate cells; Chol: cholangiocytes; HepaC: hepatocytes; DEG: differentially expressed gene. The one-way ANOVA test followed by Tukey's multiple comparisons was performed. 'Adjust *p* < 0.05' represents statistical significance.

**Figure 5:**
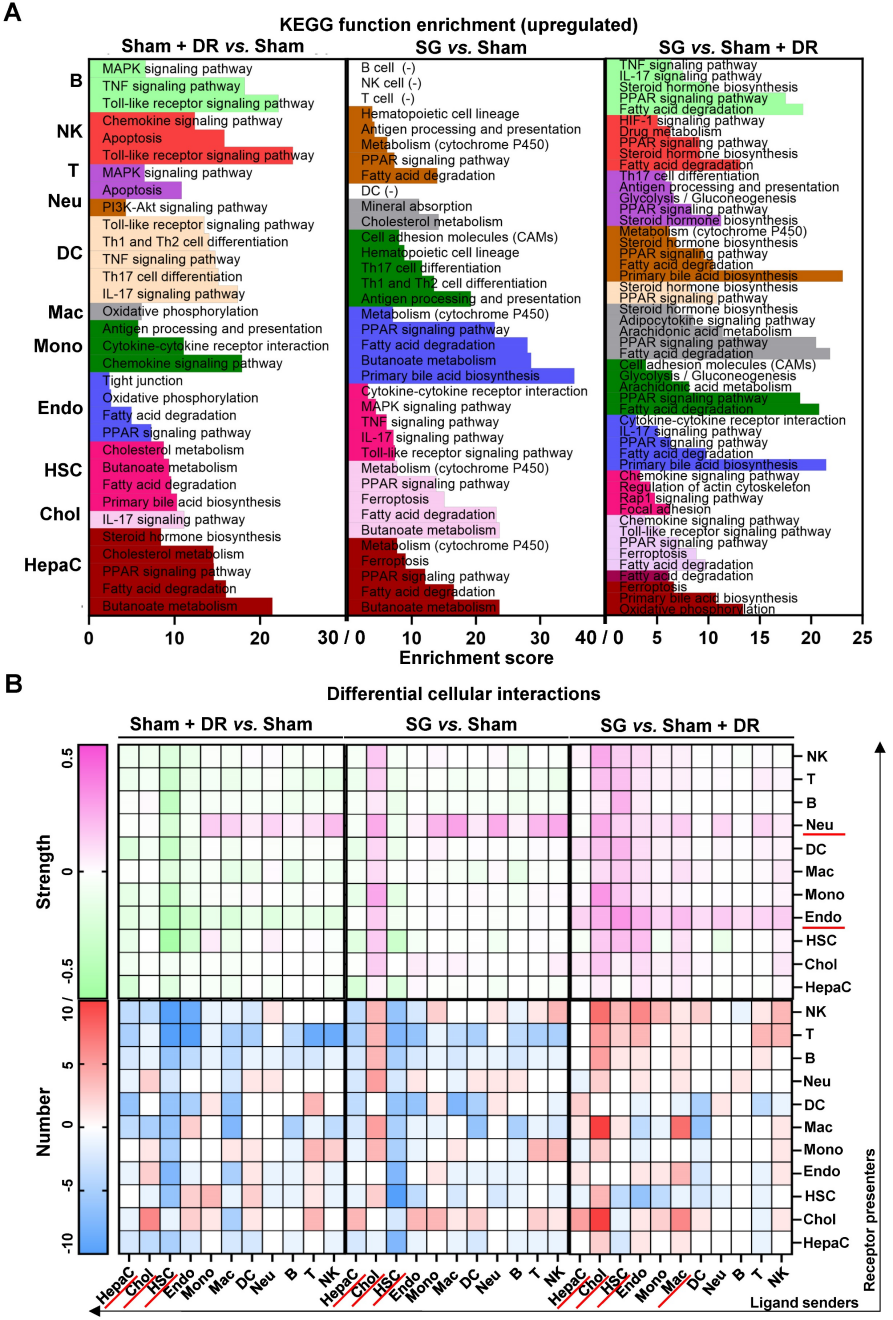
** Sc/sn-transcriptome analysis illustrates up-regulated enriched pathways and cellular interactions in diverse liver cells.** Significantly up-regulated **(A)** KEGG signaling pathways and **(B)** cellular interactions (numbers and strength) in hepatocytes, cholangiocytes, endothelial cells, hepatic stellate cells, B, T, NK, DCs, macrophages, monocytes and neutrophils were illustrated (Sham + DR *vs.* Sham and SG *vs.* Sham). Abbreviations: Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; HepaC: hepatocytes; Chol: cholangiocytes; HSC: hepatic stellate cells; Endo: endothelial cells; Mono: monocytes; Mac: macrophages; DC: dendritic cells; Neu: neutrophils; NK: natural killer cells; B: B lymphocytes; T: T lymphocytes; KEGG: Kyoto encyclopedia of genes and genomes. The Fisher's exact test and the one-way ANOVA test followed by Tukey's multiple comparisons were performed. 'Adjust *p*<0.05' represents statistical significance.

**Figure 6:**
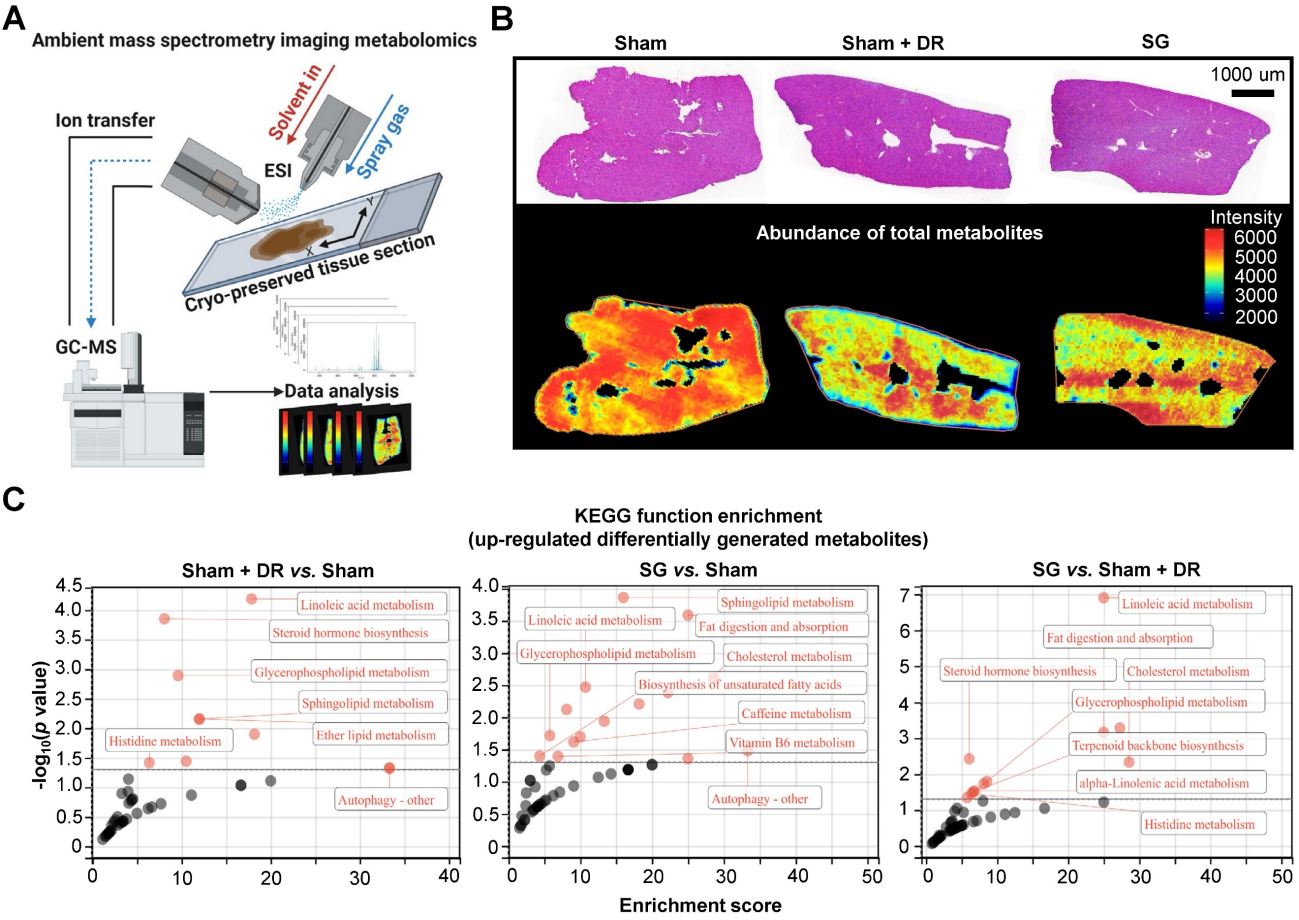
** Sleeve gastrectomy and dietary restriction enhance capacities of lipid metabolism in steatotic livers. (A)** Technical scheme of the ambient mass spectrometry imaging metabolomics method. **(B)** H&E-stained rat liver sample section was mapped with the abundance of total metabolites in Sham, Sham + DR and SG groups. **(C)** Function enrichment of upregulated differentially generated metabolites (Sham + DR *vs.* Sham, SG *vs.* Sham and SG *vs.* Sham + DR) was analyzed based on the KEGG database. Abbreviations: Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; KEGG: Kyoto encyclopedia of genes and genomes. The Fisher's exact test was performed. 'Adjusted *p* < 0.05' represents statistical significance.

**Figure 7:**
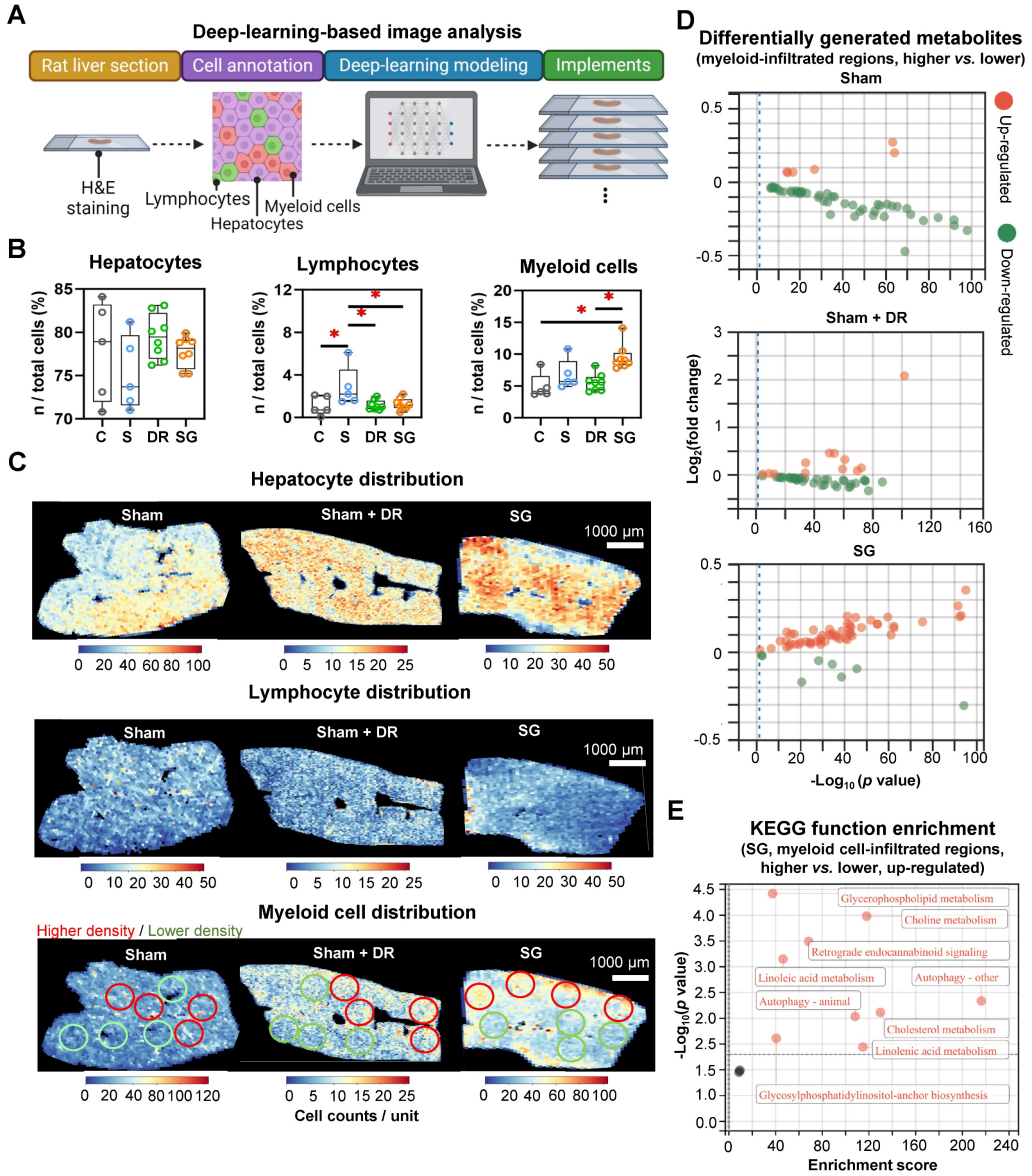
** Sleeve gastrectomy facilitates lipid metabolism associated with myeloid cell infiltration in the liver. (A)** The technical scheme of the deep-learning-based image analysis. The deep-learning approach assessed **(B)** proportions of hepatocytes, lymphocytes and myeloid cells in total liver cells per tissue section and **(C)** spatial distribution in representative liver samples. Regions with higher (red circles) and lower (green circles) myeloid cell densities were selected **(D)** Differentially generated metabolites were illustrated (higher myeloid cell infiltrated regions *vs.* lower myeloid cell infiltrated regions) in Sham, Sham + DR and SG groups. **(E)** Function enrichment of upregulated differentially generated metabolites (higher myeloid cell infiltrated regions *vs.* lower myeloid cell infiltrated regions) in the liver sample of SG group was analyzed based on the KEGG database. Abbreviations: C: control; Sham/S: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; KEGG: Kyoto encyclopedia of genes and genomes. The unpaired t-test, the Fisher's exact test and the one-way ANOVA test followed by Tukey's multiple comparison were performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 8:**
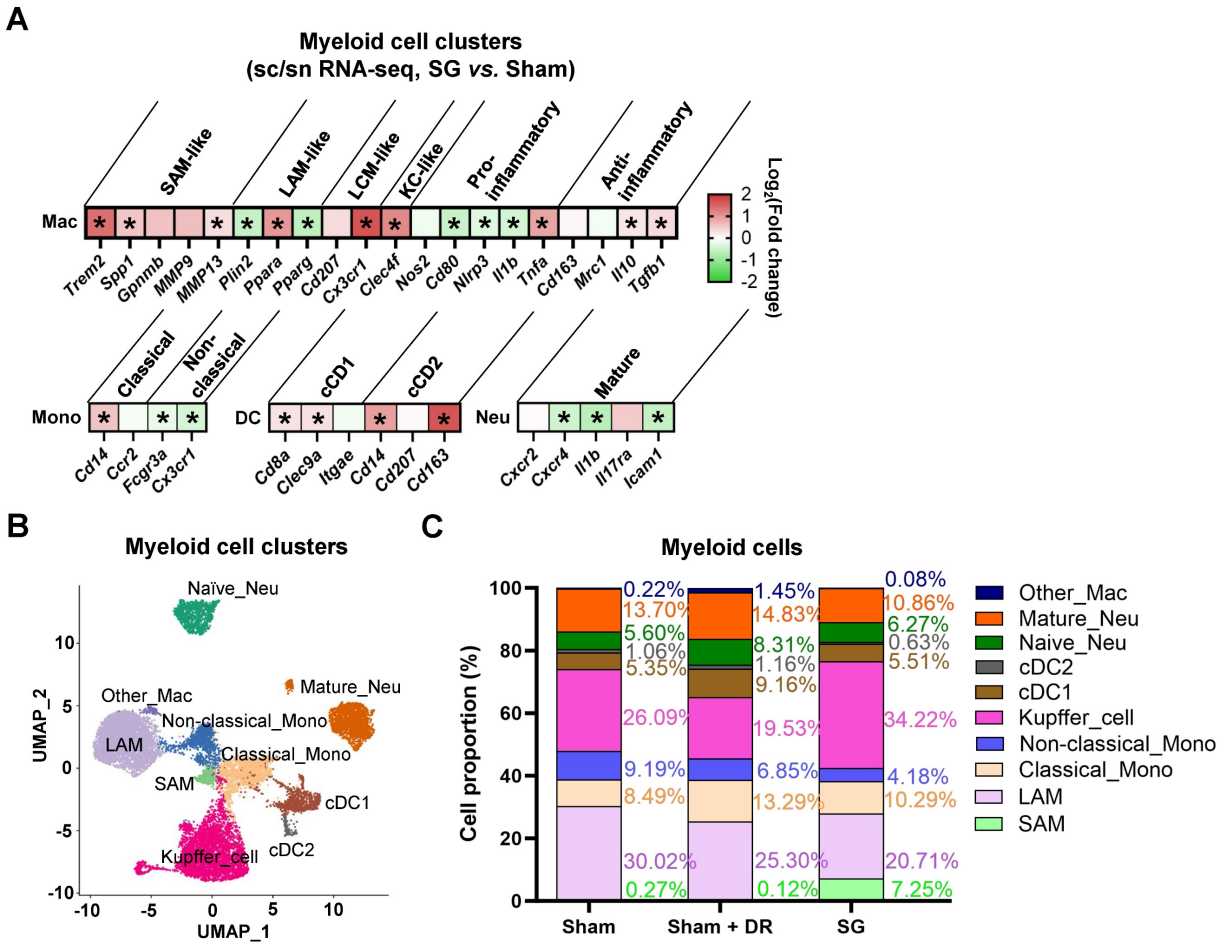
** Sleeve gastrectomy induces phenotypic alterations in myeloid cells. (A)** The expression of phenotype-associated markers in myeloid cell clusters was illustrated based on sc/sn RNA-seq data (SG *vs.* Sham). **(B)** Myeloid cells were characterized into phenotypic subtypes (SAM, LAM, non-/classical monocytes, KC, cDC1/2, mature/naïve neutrophils and other macrophages) with annotations. **(C)** The proportion of myeloid cell subtypes in Sham, Sham + DR and SG groups were illustrated. Abbreviations: Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; sc/sn: single-cell/single-nuclei; Mono: monocytes; Mac: macrophages; (c)DC: (conventional) dendritic cells; Neu: neutrophils; SAM: scar-associated macrophage; LAM: lipid-associated macrophage; LCM: liver capsular macrophage; KC: Kupffer cell. The unpaired t-test and Fisher's exact test were performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 9:**
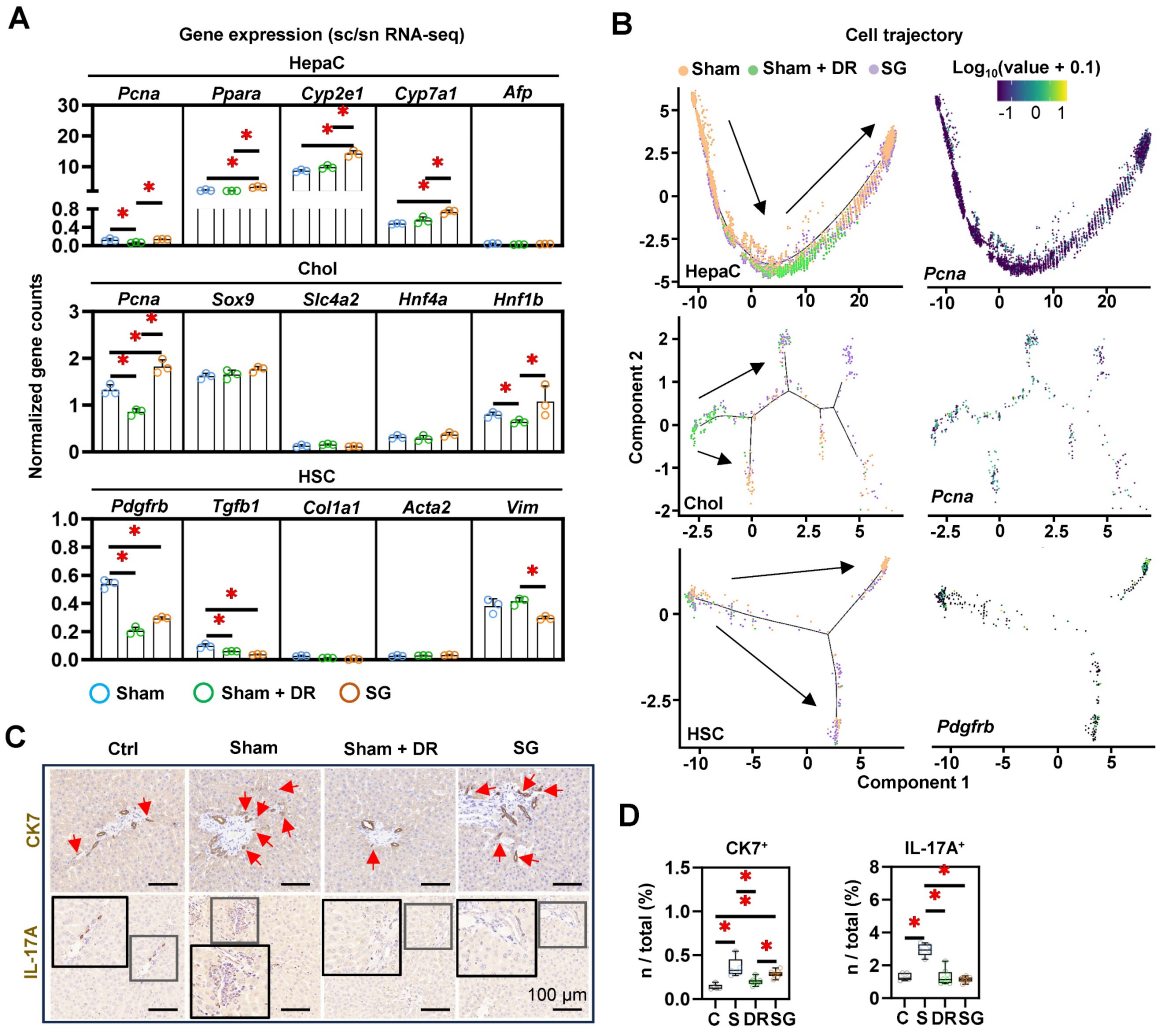
** Dietary restriction and sleeve gastrectomy alter the cellular differentiation of hepatocytes, cholangiocytes and hepatic stellate cells. (A)** Cellular characteristic markers of HepaC (*Pcna*, *Ppara*, *Cyp2e1*, *Cyp7a1* and *Afp*), Chol (*Pcna*, *Sox9*, *Slc4a2*, *Hnf4a* and *Hnf1b*) and HSC (*Pdgfrb*, *Tgfb1*, *Col1a1*, *Acta2* and *Vim*) were displayed. **(B)** Cell trajectories of HepaC, Chol and HSC together with *Cyp2e1* expression in HepaC, *Pcna* expression in Chol, and *Pdgfrb* expression in HSC. CK7- and IL-17A- expressing cells were **(C)** illustrated in situ and **(D)** quantified from total rat liver cells. Abbreviations: C: control; Sham/S: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; HepaC: hepatocyte; Chol: cholangiocyte; HSC: hepatic stellate cell; KEGG: Kyoto encyclopedia of genes and genomes. The one-way ANOVA test was performed. '*' represents '*p* < 0.05' and statistical significance.

**Figure 10:**
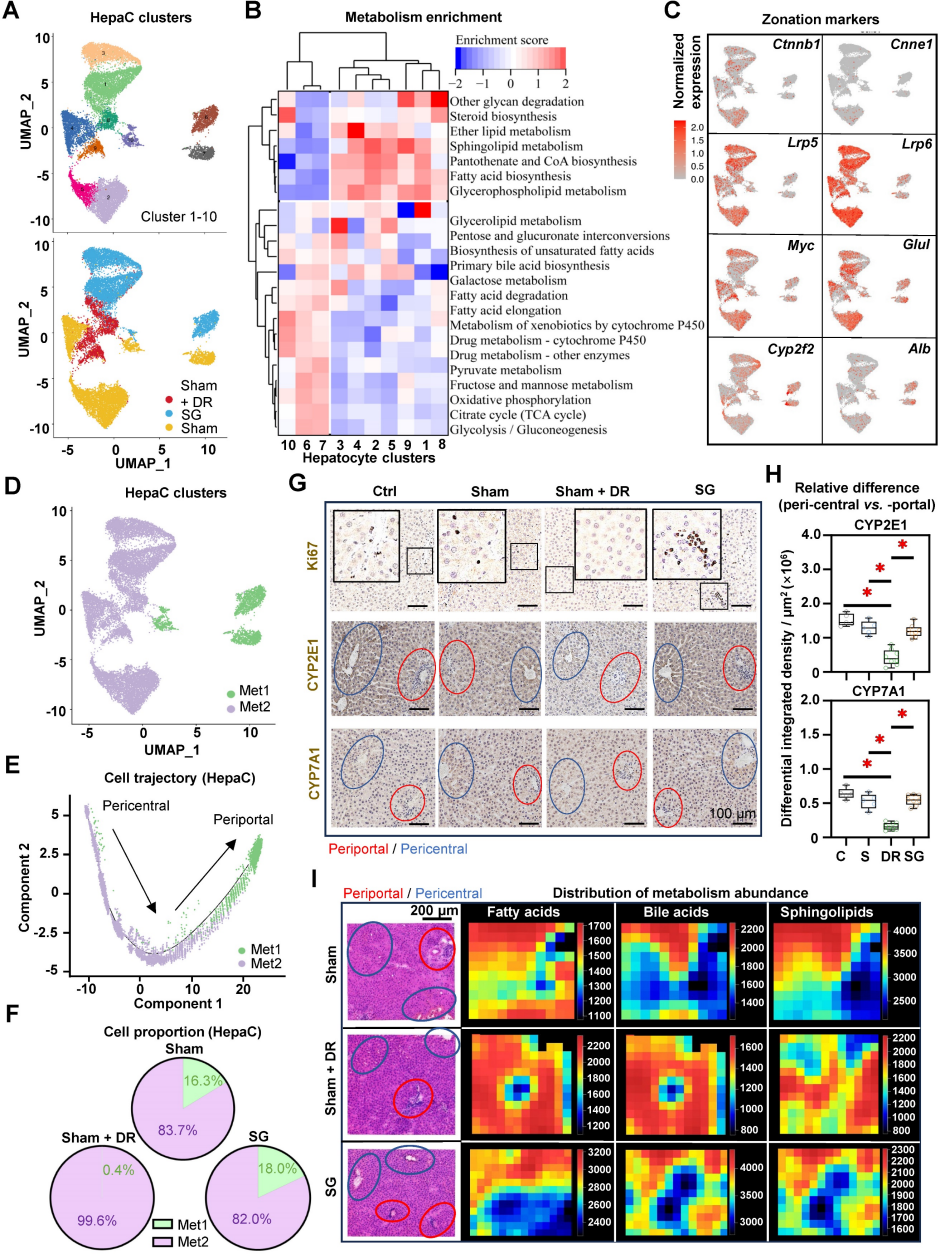
** Dietary restriction compromises zonation characteristics of periportal hepatocytes. (A)** Subclusters of rat hepatocytes from Sham, Sham + DR and SG are illustrated in UMAPs. **(B)** Metabolism enrichment on each hepatocyte subcluster is displayed in a matrix. **(C)** Gene expression of *Ctnnb1*, *Cnne1*, *Lrp5*, *Lrp6*, *Myc*, *Glul*, *Cyp2f2* and *Cyp7a1* illustrated in rat hepatocytes. **(D)** Metabolism group-1 and -2 in rat hepatocytes. **(E)** Metabolism group-1 and -2 in the cell trajectory of rat hepatocytes. **(F)** Proportions of metabolism group-1 and -2 in rat hepatocytes of Sham, Sham + DR and SG groups. **(G)** Protein levels of Ki67, CYP2E1 and CYP7E1 illustrated in rat liver tissue (each view contains one or more portal and central areas) of Sham, Sham + DR and SG groups. **(H)** Relative differences of CYP2E1 and CYP7E1 levels between peri-central and -portal regions in each rat liver tissue of Sham, Sham + DR and SG groups. **(I)** Spatial distribution of fatty acid, bile acid and sphingolipid metabolites. In H&E- and IHC-characterized rat liver sample sections, periportal regions were outlined in red circles and pericentral regions were outlined in blue circles. Abbreviations: Sham: sham surgery; DR: dietary restriction; SG: sleeve gastrectomy; HepaC: hepatocyte; Met: metabolism; CYP: cytochrome. H&E: hematoxylin and eosin. '*' represents '*p* < 0.05' and statistical significance.

How the deposited data were processed for this re-analysis (not part of the article)

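Livers of 9 male rats with diet-induced MASLD, 3 each of the groups Sham, Sham + DR and SG, were dissociated by the authors, and the RNA of single cells and nuclei was sequenced. As deposited, each library is a table of UMI counts per gene and droplet barcode, which the authors made from the reads before any filtering of cells. The values are whole numbers, and the sums per library and the numbers of genes were checked against the tables. Reads, CellChat, pseudotime, metabolomics, staining and serology were not analysed here. Gene names are those of the count tables. Genes of the lists that these tables do not name, such as Ccr2, Pecam1 and Malat1, were left out.

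All computing used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. A barcode counted as a cell if it had at least 500 UMIs and either reached the 99th percentile of the top 3000 barcodes divided by 10 or differed from the profile of barcodes with at most 100 UMIs (10000 Monte Carlo iterations, false discovery rate 0.01). Cells with fewer than 300 genes or at least 25% mitochondrial UMIs were left out, as were 582 barcodes that Scrublet marked as doublets (expected share 6%). Scrublet's automatic threshold marked under 0.5% in 6 of the 9 libraries. A fixed score of 0.25 was run as an alternative. Of 82434 barcodes called as cells, 80690 were kept. Counts were scaled and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 gave 60 clusters, without any integration over libraries. Marker genes of each type were fixed before the data were examined, and the thresholds that turn them into names were set after looking at the clusters. A cluster took the type of which at least 3 markers were 4 times over the median cluster and present in 10% of its cells. Clusters were left unnamed where another type had at least 40% of its markers (12 clusters), the leading genes belonged to another class (2), doublet scores were high (6), fewer than 3 markers passed (1), smooth muscle genes led (1) or UMIs were low (1). These 6 reasons took 3.33, 3.38, 1.03, 0.268, 0.25 and 1.46% of the cells of Sham, 2.49, 3.207, 0.133, 0.692, 0.443 and 0.506% of Sham + DR, and 9.235, 3.712, 0.844, 0.51, 0.131 and 0.893% of SG, in that order.

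Hepatocytes and myeloid cells were clustered again on 1500 variable genes, 20 components and 15 neighbours, at resolutions 0.5 and 1. The rules for these sub-clusters were revised after their first output was seen. The first rule for hepatocytes would have dropped sub-clusters 1 and 2, led by other genes than the hepatocyte markers when compared with other hepatocytes only. The first rule for myeloid cells named the sub-cluster led by Gpnmb, Spp1 and Trem2 classical monocytes and 1 monocyte sub-cluster mature neutrophils. Both first rules were kept as alternatives. A hepatocyte sub-cluster was called Met1-like if its mean score for genes of energy metabolism was over that for genes of lipid synthesis.

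UMIs were summed per library and cell type over at least 10 cells. Libraries were scaled with TMM factors, and genes were filtered on low counts with filterByExpr. All 3 groups stood in 1 fit per cell type with edgeR's quasi-likelihood test, and p-values were adjusted over the genes of each comparison (Benjamini-Hochberg, threshold 0.05). The plan made before the data were examined had all 9 libraries as separate samples. After Sham 1 and Sham 3 were seen to be nearly alike, their counts were summed, which leaves 8 samples, and the fit on 9 libraries was kept as an alternative. Gene lists were tested with limma's camera at a preset correlation of 0.01, and with an estimated correlation as an alternative, on the same sums, with p-values adjusted over the lists of a comparison. Where a list's members were also adjusted over the list alone, the text says so. Numbers of cells per type were tested with edgeR against all kept cells of a library, adjusted over the types, and with an exact permutation test. Ligand-receptor pairs came from a list of 123 written before the data were examined, 115 of them measured. A pair counted where both genes had at least 20 CPM.

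The genes named were set by a rule before the data were examined, except where the text says otherwise. It takes every gene the paper names in its text or prints in Figs. 3, 4, 8, 9 and 10, and in each comparison the genes with the largest fold changes among those that passed, had a mean of at least 10 CPM and no overlap between the libraries of the 2 groups, 10 in hepatocytes and 5 in each other type. Up to 4 members of a list with the smallest adjusted p were taken as examples. Some results under this rule are not reported here. The paper's Tnfa was read as Tnf, and Cyp2f2 as Cyp2f4.

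The libraries held 39660999 to 82338688 UMIs. To see what this depth and these sample numbers allow, the fit was tested on simulated data, counts with known changes in 200 genes. In hepatocytes, SG against Sham, it recovered 9% of 2-fold and 76% of 4-fold changes, and SG against Sham + DR 3 and 84%. In non-hepatocytes the shares were 35 and 91%, and 60 and 93%. Wrong calls were 5 of 90, 5 of 92, 6 of 132 and 12 of 165. For shares of cell types between SG and Sham + DR, at a set dispersion of 0.1, the test recovered 83% of simulated 3-fold changes, with 1.5% wrong calls. Shares against Sham, with n = 2, were not simulated. The share of free RNA was estimated from 18 genes of proteins secreted by hepatocytes, as their level in lymphocytes relative to the empty droplets.

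The alternatives were DESeq2, no filter on low counts, the replicate number as a block, each library left out, only the 2 groups compared, at least 1000 UMIs per cell, a mitochondrial limit of 10% or none, doublets kept, cell types by marker score without clusters, free RNA subtracted, 0.5 and 2 times the clustering resolution (39 and 85 clusters), clustering without mitochondrial, ribosomal and changed genes, shares of non-hepatocytes, an exact permutation test of shares, an estimated correlation for lists, 50 cells per type and library, a minimum of 50 CPM for pairs and sums thinned to 60000 UMIs. The 9 libraries kept apart were the first plan and became an alternative once Sham 1 and Sham 3 were summed. The replicate number as a block also kept Sham 1 and Sham 3 apart, so it counts these nearly identical libraries as separate samples. Chosen after seeing the data were this sum, the fixed doublet score, the libraries of 1 barcode set only, hepatocytes without Met1-like cells or without sub-clusters 1 and 2, the first naming rules and the Met1 score without mitochondrial genes.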

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

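The sum of Sham 1 and Sham 3 behind all values of this part was chosen only after the result was seen, and the first plan had 9 libraries kept apart. In hepatocytes, 7 genes that the paper does not discuss differed from Sham (a signal outside the genes it reports on). Scd had a log2 fold change of -5.481 in Sham + DR and -5.801 in SG, and the others were found in SG: AABR07043825.1 (-5.666), Ednra (-5.545), Slc22a8 (-5.029), Igfbp2 (4.923), Pcp4l1 (2.689) and Gpr158 (2.360). In empty droplets Scd was at 46.7 CPM in Sham, 7.94 in Sham + DR and 8.94 in SG. Igfbp2 led hepatocyte sub-cluster 11, whose 131 cells were 15, 72 and 42 from SG 1, 2 and 3 and 2 from Sham + DR 2. Leaving out 1 library ended the call on Scd in Sham + DR (without Sham + DR 2, adjusted p = 0.0569) and those in SG on every gene but Scd. The latter reached 0.131 without SG 3 for Slc22a8, Ednra and Pcp4l1, 0.103 for AABR07043825.1 and 0.082 for Igfbp2, and 0.139 without Sham 2 for Gpr158. No explanation of these differences was tested.

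Plasma cells, a type whose share the paper does not report, had a log2 difference in share from Sham of 1.698 in Sham + DR and 1.987 in SG. In both groups every library lay over every Sham library. No explanation was tested.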

How the results depend on the processing

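The sum of Sham 1 and Sham 3, and alternatives on a fixed doublet score, single barcode sets, Met1-like cells and sub-clusters 1 and 2, were chosen only after the result was seen. The 9 libraries kept apart were the first plan. Over all alternatives, values of single genes kept their direction and side of the threshold 9700 times, became weaker 909 times, stronger 674 times and turned 3 times. Lists that answer a comparison at a claim did so 52 times, became stronger 22 times and weaker 7 times. Other lists did so 864 times, became weaker 121 times, stronger 31 times and turned 26 times. Shares at a claim did so 170 times, became weaker 14 times and stronger 1 time, and other shares did so 1007 times and became stronger 7 times. Counts of genes stayed within 1.5 times 59 times at a claim and moved 78 times, and elsewhere 378 and 347 times. Counts of pairs stayed 24 times at a claim and moved 3 times, and elsewhere 177 and 21 times. In hepatocytes 9% of simulated 2-fold changes between SG and Sham were recovered at this depth and number of samples. Without 1 library a group may hold 1 sample, which is assumed to vary like the others. Where a value moved, the cause was not tested unless stated.

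Genes changed in hepatocytes between Sham + DR and Sham (2) were 24 with 9 libraries kept apart, 102 with DESeq2, 0 with free RNA subtracted, 4 with at least 1000 UMIs, 6 by marker score, 4 without Met1-like cells, 10 without sub-clusters 1 and 2, 451 with no filter and 0 to 8 with 1 library left out. For SG and Sham (8) they were 51 with 9 libraries, 109 with DESeq2, 0 with free RNA subtracted, 5 by marker score, 13 without Met1-like cells, 33 without sub-clusters 1 and 2, 345 with no filter, 1 to 20 with 1 library left out, 13 with a mitochondrial limit of 10% and 0 within the barcode sets of Sham. For SG and Sham + DR (4) they were 322 with DESeq2, 0 with free RNA subtracted, 19 without Met1-like cells, 756 with no filter, 0 within the barcode set of Sham + DR and 0 to 51 with 1 library left out. In non-hepatocytes between SG and Sham + DR (3) they were 270 with 9 libraries, 856 with DESeq2, 0 with free RNA subtracted, 7 by marker score, 65 with the fixed doublet score, 43 with doublets kept, 37 with the 10% limit, 359 with no filter, 386 with only the 2 groups, 0 within the barcode set of Sham + DR and 0 to 62 with 1 library left out. Over all cells summed, they were 149 with 9 libraries, 407 with DESeq2, 14 with the 10% limit, 26 with no filter and 0 to 1 with 1 library left out for Sham + DR and Sham (0). They were 93 with DESeq2, 5 with no filter and 0 to 4 for SG and Sham (0). For SG and Sham + DR (3) they were 13 with 9 libraries, 677 with DESeq2, 0 with free RNA subtracted, 0 at 1000 UMIs, 8 with the 10% limit, 63 with no filter, 0 with only the 2 groups, 0 within the barcode set of Sham + DR and 0 to 1 with 1 library left out.

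With the replicate number as a block (replicate block), genes changed were 85, 105 and 259 in hepatocytes in the order of these comparisons, 107 in non-hepatocytes, and 46 and 4 over all cells summed for the first 2. This setting also keeps Sham 1 and Sham 3 apart. Same-numbered libraries did not pair throughout: the correlation of their deviations from the group means in hepatocytes was 0.469 and 0.571 for Sham and SG 1 and 2, -0.065 for 3. It was 0.086 to 0.221 for Sham and Sham + DR, and 0.228, 0.269 and 0.106 for Sham + DR and SG. Over all cells summed the last 3 were -0.027, 0.172 and 0.072. The block moved the median log2 fold change of OXPHOS_mitochondrial genes in HepaC, SG vs Sham, from -0.07 to 0.77, that of butanoate_metabolism from 0.15 to 0.32 (adjusted p = 0.0196), and that of fatty_acid_degradation from 0.27 to 0.33 (adjusted p = 0.0144).

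In hepatocytes, SG vs Sham, the median log2 fold change of OXPHOS_mitochondrial genes (-0.072) was 0.57 with 9 libraries, 0.71 with free RNA subtracted and -0.26 to 1.68 with 1 library left out. That of OXPHOS_nuclear genes (0.08) was -0.34 to 0.65 with 1 library left out. Without Met1-like cells, the latter turned from 1.12 to -0.46 (SG vs Sham + DR) and from -1.11 to 0.535 (Sham + DR vs Sham). These genes are part of the score that defines Met1-like cells, so the turn follows in part from the definition. SREBP2_cholesterol_synthesis, SG vs Sham (-0.00), was 0.24 without Met1-like cells and -0.12 to 0.36 with 1 library left out. Butanoate_metabolism, SG vs Sham, was 0.31 with 9 libraries (adjusted p = 0.0246), 0.20 with free RNA subtracted (0.047), 0.25 without Met1-like cells (0.025), 0.23 within the barcode sets of Sham (0.0442) and 0.13 to 0.41 with 1 library left out, and 0.20 to 0.33 for SG vs Sham + DR (0.27). Fatty_acid_degradation, SG vs Sham, was 0.32 with 9 libraries, 0.295 with free RNA subtracted (adjusted p = 0.047), 0.38 without Met1-like cells (0.0154), 0.26 within the barcode sets of Sham (0.0145) and 0.138 to 0.43 with 1 library left out. For SG vs Sham + DR (0.211) it was 0.211 with an estimated correlation, 0.038 without Met1-like cells, 0.038 within the barcode set of Sham + DR (0.568) and 0.146 to 0.396 with 1 library left out. In non-hepatocytes, SG vs Sham + DR, PPAR_signaling (0.512) was 0.074 with free RNA subtracted and 0.512 with an estimated correlation (adjusted p = 0.0855), and proliferation (-0.195) was 0.39 within the barcode set of Sham + DR and -0.423 to 0.035 with 1 library left out.

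Subtracting free RNA turned the median log2 fold change of PPAR_signaling for Sham + DR vs Sham from -0.219 to 0.056 in cholangiocytes, -0.267 to 0.026 in endothelial cells, -0.242 to 0.091 in non-hepatocytes and -0.281 to 0.188 in cDC. For SG vs Sham + DR it turned from 0.36 to -0.008 in endothelial cells, 0.399 to -0.075 in macrophages, 0.388 to -0.047 in monocytes and 0.338 to -0.148 in cDC. Fatty_acid_degradation turned for SG vs Sham + DR from 0.105 to -0.089 in cholangiocytes, 0.251 to -0.245 in macrophages, 0.393 to -0.040 in non-hepatocytes and 0.362 to -0.344 in cDC, and for Sham + DR vs Sham from -0.233 to 0.091 in non-hepatocytes and -0.249 to 0.184 in cDC. Cholesterol_metabolism turned from -0.198 to 0.045 in non-hepatocytes (Sham + DR vs Sham). In macrophages, SG vs Sham + DR, Baat turned from 3.434 to -2.376, Cps1 from 1.674 to -1.207 and Fabp1 from 1.954 to -7.602. By construction the subtraction takes hepatocyte transcripts from these cells. It left Baat and Fabp1 at 0 UMIs in all SG libraries and Cps1 in 2 libraries only, so that these values are not measured folds.

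The log2 difference in the share of hepatocytes, Sham + DR vs Sham (-0.675), was -1.083 with the 10% limit. For NK cells (1.500) it was 1.502 by the exact permutation test, 1.267 as a share of non-hepatocytes and 1.263 to 1.630 with 1 library left out. For plasma cells in Sham + DR (1.698) it was 1.708 by the exact test, 0.655 by marker score, 1.468 as a share of non-hepatocytes and 1.483 to 1.926 with 1 library left out. In SG (1.987) it was 1.999 by the exact test, 2.045 within the barcode sets of Sham (adjusted p = 0.0907) and 1.815 to 2.052 with 1 library left out. The Met1-like share had 5.882 by the exact test for SG vs Sham + DR (5.794) and -5.910 for Sham + DR vs Sham (-5.821). No exact p can fall under 0.1 with these sample numbers. Pairs sent from cholangiocytes (SG vs Sham, 3.048) were -0.071 at a minimum of 50 CPM and 0.256 to 4.407 with 1 library left out, and pairs to neutrophils (3.942) were -0.042 at 50 CPM. Macrophages had no test against Sham, since a test took 2 samples per group and Sham 2 held too few. With 9 libraries, 22 genes were called in them between SG and Sham and 955 between Sham + DR and Sham.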

Differences from the paper's values

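The sum of Sham 1 and Sham 3, the barcode sets of Sham and the removal of Met1-like cells were chosen only after the result was seen, while the 9 libraries kept apart were the first plan. Tests with the replicate block also kept Sham 1 and Sham 3 apart. Shares of myeloid subtypes in Fig. 8C were read by eye, and the shares here are of all myeloid cells, 2 unnamed clusters included and pDC left out, with names rebuilt from markers, while the paper's denominator was not established. A value counted as different where it was over 1.5 times apart from the paper's and by more than the SD between samples. Mature neutrophils were about 14% in Sham and about 11% in SG in Fig. 8C, and 7.542 and 6.914% here. The value for Sham no longer counted as different with a mitochondrial limit of 10% (9.996%), nor that for SG without SG 1 (7.581%), without SG 2 (8.004%) and at 0.5 times the clustering resolution (9.07%). Naive neutrophils were about 5.6% in Sham, about 8.3% in Sham + DR and about 6.3% in SG (Fig. 8C), and 0.795, 1.527 and 3.229% here. Only that for SG no longer counted as different, without SG 1 (4.062%), without SG 3 (3.623%) and with the 10% limit (3.952%). cDC1 were about 5.4% in Sham and about 5.5% in SG (Fig. 8C), and 12.154 and 11.287% here. They stayed higher, but by less than the SD, at 1000 UMIs for Sham (11.03%, SD 6.606) and without SG 3 for SG (11.2%, SD 6.032). Classical monocytes were about 13% in Sham + DR and about 10% in SG (Fig. 8C), and 5.279 and 3.556% here, and stayed apart under every alternative. Nonclassical monocytes were about 9.2% in Sham, about 6.9% in Sham + DR and about 4.2% in SG (Fig. 8C), and 36.202, 25.740 and 17.487% here. They stayed higher, but by less than the SD, without Sham 2 for Sham (19.696%, SD of all Sham samples 23.343) and at 2 times the clustering resolution for Sham + DR (13.564%, SD 11.368). The other alternatives set before the data were examined, which were the other libraries left out, doublets kept and no mitochondrial limit, left each of these values apart. The replicate block and the exact test act on a test and not on a mean share, so they could not move these values.

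For its comparisons of marker genes the paper names tests but no unit of replication, while the tests here took samples. Pnpla3 in hepatocytes is lower in both groups than in Sham in Fig. 3C. Here it passed in Sham + DR only with no filter on low counts (adjusted p = 0.00659), and in SG only with DESeq2 (0.0495), with no filter (1.74e-05), without Sham 2 (0.0217) and with the replicate block (0.0347). Gcg is lower in Fig. 3C in both groups, and here it had 0 to 2 UMIs and was not tested. Cyp2e1, Ppara and Nr1h4 are higher in SG than in Sham + DR in all cells and in non-hepatocytes in Fig. 3C. Here Ppara passed in non-hepatocytes (adjusted p = 0.0463 from edgeR). Cyp2e1 passed there only with DESeq2 (0.0265), and Nr1h4 with DESeq2 (0.00137), with no filter (0.0347) and with only the 2 groups (0.0422). Ppara in all cells summed passed with DESeq2 (0.0221). Cyp2e1, Cyp7a1 and Ppara are higher in non-hepatocytes of SG than in Sham in Fig. 3C. Here Ppara had a log2 fold change of 1.48 (adjusted p = 0.723 from edgeR, 0.00268 by DESeq2) and Cyp2e1 of 1.57 (adjusted p = 0.925).

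In Fig. 9A, Ppara, Cyp2e1 and Cyp7a1 are higher in SG hepatocytes, Pcna differs in cholangiocytes and Pdgfrb and Tgfb1 are lower in HSCs. None of these passed here under any setting, and Tgfb1 in HSCs had too few UMIs for a test. In Fig. 8A, Trem2, Spp1, Clec4f and Ppara are higher and Plin2, Nlrp3 and Il1b lower in SG macrophages than in Sham. Here 1 Sham sample was left for macrophages, so that no test was made. With 9 libraries kept apart, the first plan, none of those tested passed, and Trem2 was not tested. Means in SG and Sham were 34.2 and 14.8 CPM for Ppara, 1392 and 845 for Clec4f, 710 and 1125 for Plin2 and 322 and 453 for Nlrp3, on the paper's side. Il1b was at 1256 and 1024 and Trem2 at 1.16 and 1.20. A sub-cluster led by Gpnmb, Spp1 and Trem2, with 351 of its 387 cells from SG 3, lay mainly in unnamed clusters, outside these means. In Fig. 8A, Il1b and Icam1 are lower in SG neutrophils, and here their means were 6007 and 7976 and 65.0 and 95.5 CPM (adjusted p = 0.781 and 0.751). The paper gives SG more macrophages and Sham + DR more B cells, neutrophils and cholangiocytes and fewer HSCs and hepatocytes than Sham, which did not pass here. The fewer hepatocytes passed with a mitochondrial limit of 10%, and more neutrophils with the replicate block (adjusted p = 0.041) and without Sham + DR 1 (0.0368). It ranks hepatocytes as most influenced by SG, on cell proportions and numbers of changed genes together (Fig. 4C). With all cells summed per type, hepatocytes had 8 and no other type tested over 3, macrophages not being tested. With 9 libraries, hepatocytes had 51 and macrophages 22. With 50 cells per type and library, hepatocytes had 1 and monocytes 3. The paper gives fatty acid degradation as raised in hepatocytes of SG, which passed here against Sham + DR (adjusted p = 0.0271, and 0.76 with an estimated correlation). Against Sham it did not (0.0638), but did so with free RNA subtracted (0.047), with the replicate block (0.0144), without Sham 1 (0.0464), Sham 2 (0.0339), Sham 3 (0.031) or SG 3 (0.0219). It also did so with the 9 libraries kept apart of the first plan (0.0178), and under 2 settings chosen after seeing the values, the barcode sets of Sham (0.0145) and no Met1-like cells (0.0154).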

Other observations

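The sum of Sham 1 and Sham 3, and tests on expression by non-hepatocytes themselves, on barcode sets, on transcripts held in the nucleus and without Met1-like cells were chosen only after the result was seen. Lipogenic genes driven by SREBP1, a transcription factor of fatty acid synthesis, fell in hepatocytes of both treated groups. Of 20 genes, 16 were lower in Sham + DR than in Sham (median log2 -0.56, adjusted p = 6.85e-05 from limma's camera, 0.952 with an estimated correlation) and 15 in SG (-0.61, adjusted p = 8.07e-06, 0.437 with an estimated correlation). Besides Scd, Thrsp, which promotes lipogenesis, was at 72.3 ± 52.5 CPM (SD, n = 3) in Sham + DR and 414 ± 184 (n = 2) in Sham (log2 -2.52, adjusted p = 0.363 from edgeR), and Fads1, a fatty acid desaturase, at 26.4 ± 8.99 in SG and 103 ± 47.0 in Sham (log2 -1.98, adjusted p = 0.308, DESeq2 0.0288). With p adjusted over the list alone, 2 genes were lower in Sham + DR and 4 in SG. Genes that growth hormone drives in male livers fell as well, with 11 of 15 lower in Sham + DR (median log2 -0.74, adjusted p = 0.00478, 0.952 with an estimated correlation) and 13 in SG (-1.38, adjusted p = 6.80e-06, 0.398 with an estimated correlation). Among them Cyp2c11, a steroid hydroxylase, was at 382 ± 78.8 CPM in SG and 1204 in Sham (log2 -1.68, adjusted p = 0.473), and Hao2, a peroxisomal oxidase, at 87.1 and 290 (log2 -1.76). The call in Sham + DR was lost without Sham 2 (adjusted p = 0.111) and without Met1-like cells (median log2 -0.38, adjusted p = 0.182). With p adjusted over the list alone, 2 and 7 genes were lower.

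Acute phase genes were lower in SG than in either other group. Of 18 genes, 17 were lower than in Sham (median log2 -0.47, adjusted p = 0.000774, 0.524 with an estimated correlation, 0.916 without Sham 2, and 0.106 without Met1-like cells, with a median of -0.17) and 16 than in Sham + DR (-0.76, adjusted p = 1.25e-06, 0.76 with an estimated correlation), with 3 lower in SG than in Sham + DR when adjusted over the list alone. C3, the central complement protein, was at 513 ± 72.3 CPM in SG and 2185 in Sham + DR (log2 -2.11, SE 0.376, adjusted p = 0.186, DESeq2 3.52e-08), and Lbp, which binds bacterial lipopolysaccharide, at 42.9 and 101. Cell cycle genes fell over all cells summed in SG, with 30 of 31 lower than in Sham (median log2 -0.43, adjusted p = 1.88e-07, 0.916 with an estimated correlation), and in non-hepatocytes (-0.51, adjusted p = 8.30e-08, 0.679 with an estimated correlation). Mki67 was at 27.3 ± 13.1 CPM in SG and 37.1 ± 10.5 in Sham, and Top2a, a topoisomerase of dividing cells, at 15.2 ± 5.79 and 24.4 ± 4.89; no member was called by edgeR.

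Genes of oxidative phosphorylation encoded in the nucleus were lower in hepatocytes of Sham + DR than in Sham in all 53 cases (median log2 -1.11, adjusted p = 2.74e-15, 0.952 with an estimated correlation), such as Ndufa12 at 13.5 and 48.6 CPM, while 12 of 13 mitochondrial genes were higher (1.38, adjusted p = 1.83e-05, 0.952 with an estimated correlation). TCA cycle genes were lower in Sham + DR (-0.50, adjusted p = 0.000165, 0.952 with an estimated correlation, and 0.104 without Sham 2). SREBP2 targets of cholesterol synthesis were lower too (-0.41, adjusted p = 0.014, 0.952 with an estimated correlation, lost without Sham 2 or Sham + DR 1, up to 0.803). Genes that respond to tissue dissociation were higher in Sham + DR in all 21 cases (0.43, adjusted p = 0.00103, 0.952 with an estimated correlation, and 0.148 without Sham + DR 1). Without Met1-like cells the nuclear genes turned to 0.53 (adjusted p = 0.000444, 0.781 with an estimated correlation). The calls on TCA cycle genes (-0.07, adjusted p = 0.557) and SREBP2 targets (-0.13, adjusted p = 0.565) were then lost. Met1-like cells are defined by scores for oxidative phosphorylation and TCA cycle genes, among others, and were nearly absent in Sham + DR. Their removal therefore acts mainly on Sham, and what it does to these 2 lists follows in part from the definition.

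In macrophages 174 genes, such as Baat and Bhmt, were higher in SG than in Sham + DR (median log2 2.05). Of these, 164 were higher in hepatocytes than in macrophages. Free hepatocyte RNA is consistent with this, since the same genes differed in the empty droplets by a median of 1.42, with 174 of 174 higher. Expression by macrophages themselves does not account for it, since 171 of the genes differed by a median of 1.95 in T cells. After the free RNA was subtracted, the median was 0.48 over 79 genes, of which 20 were at 0 UMIs throughout a group, and 0.92 over the other 59. A true rise in some of these genes in macrophages under SG could remain under this, and was not excluded gene by gene.

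Met1-like hepatocytes were nearly absent in Sham + DR at the clustering resolution used (0.329% of hepatocytes). At 0.5 and 2 times that resolution their share there was larger, though still under that in Sham. The barcode set of Sham + DR stays open, since SG 3, which held 18.601%, is the only other library with it. Depth does not account for it, as the highest share in Sham + DR was 0.746% after thinning all hepatocytes to 500 UMIs, against at least 6.248% in Sham and SG. Met1-like cells may be hepatocytes caught with their cytoplasm and the others mostly nuclei. This goes with a log2 ratio of -2.378 for transcripts held in the nucleus (Abcc2, Nlrp6, Gpam). Gpam is also a gene of lipid synthesis, and Met1-like cells are defined by lipid synthesis genes scoring under energy genes. The ratio may therefore follow in part from the definition. Over the Sham and SG libraries ribosomal protein transcripts were 1.19 to 2.48% of UMIs in Met1-like cells and 0.202 to 0.555% in the others. The gap was smallest in Sham 2 (1.19 and 0.555%). The log2 ratio compares cells of the Sham and SG libraries, so it cannot tell whether Sham + DR hepatocytes were mostly nuclei. Other hepatocytes held 477 to 624 CPM of these transcripts in Sham + DR, 883 to 999 in Sham and 498 to 801 in SG. In that order their mitochondrial share was 5.14 to 7.70, 0.540 to 4.21 and 1.65 to 2.26%. These values argue against purer nuclei in Sham + DR than in Sham, while ribosomal shares overlapped. That fewer whole hepatocytes were caught in Sham + DR stays open. An effect of the diet on hepatocytes, or on how they survive dissociation, could also leave Met1-like cells nearly absent, and the data do not separate these.

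Sham 2 stood apart from Sham 1 and Sham 3. A wrong label on this library was tested on hepatocyte genes called between SG and Sham without Sham 2. In Sham 2, 70.0% of them lay on the SG side of the midpoint. This cannot decide, since the genes were chosen for a gap between SG and the 1 Sham sample left. Another Sham rat could lie nearer to SG on such genes as well. By r Sham 2 was closest to Sham + DR 2 (0.952), though Sham 1 and Sham 3 were, next to each other, closest to SG 1 (0.960 and 0.961). Against a wrong label, Scd was at 139 CPM in Sham 2, and at 69.4 and 66.4 in Sham 1 and Sham 3, while no Sham + DR or SG library was over 3.01. Sham 2 also held 20.6% Met1-like hepatocytes, and no Sham + DR library over 0.533%. The barcode set does not account for it, since the correlation of Sham 2 with Sham 1, of the same set, was higher by only 0.002 than with Sham 3. A difference between rats stays open. Over all cells summed, libraries of Sham + DR and of SG had r of 0.913 to 0.969 within their group, and Sham 2 had 0.914 with Sham 1 and 0.912 with Sham 3. In composition Sham 2 stood further apart, with a chi-square of 6046 and 7864 over the clusters against 1279 to 2304 within the other groups.

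The 6 libraries of SG and Sham + DR can be divided in 10 ways into groups of 3, too few for a share under 0.05. With a fit on these libraries alone, the real division gave the most genes in 1 of 10 ways in each type but HSCs and all cells summed. Genes called by edgeR were 3 in hepatocytes (1 at most in the others), 42 in cholangiocytes (1) and 11 in endothelial cells (1). They were 209 in macrophages (1), 215 in monocytes (1), 36 in neutrophils (0), 114 in cDC (1) and 162 in pDC (1). The others were 189 in B cells (1), 106 in plasma cells (1), 276 in T cells (1), 338 in NK cells (1), 109 in T/NK clusters (0) and 386 in non-hepatocytes (0). In HSCs and all cells summed all 10 gave 0.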
